# Candidate l‐methionine target piRNA regulatory networks analysis response to cocaine‐conditioned place preference in mice

**DOI:** 10.1002/brb3.2272

**Published:** 2021-07-01

**Authors:** Kunlin Zhang, Guanyu Ji, Mei Zhao, Yan Wang

**Keywords:** cocaine, CPP, gene expression, high‐throughput sequencing, piRNA

## Abstract

**Background:**

Methionine has been proven to inhibit addictive behaviors of cocaine dependence. However, the mechanism of methionine response to cocaine CPP is unknown. Recent evidence highlights piRNAs to regulate genes via a miRNA‐like mechanism. Here, next‐generation sequencing is used to study mechanism on methionine response to drug‐induced behaviors though piRNA.

**Methods:**

l‐methionine treatment cocaine CPP animal model was used to do non‐coding RNA sequencing. There were four groups to sequence: saline+saline (SS), MET+saline (MS), MET+cocaine (MC), and cocaine+saline. Combining mRNA sequencing data, the network and regulation of piRNA were analyzed with their corresponding mRNA and miRNA.

**Results:**

Analysis of the piRNAome reveals that piRNAs inversely regulated their target mRNA genes. KEGG analysis of DE‐piRNA target mRNA genes were enriched in Morphine addiction, GABAergic synapse and Cholinergic synapse pathway. Furthermore, four significantly differential expressed genes Cacna2d3, Epha6, Nedd4l, and Vav2 were identified and regulated by piRNAs in the process of l‐methionine inhibits cocaine CPP. Thereinto, Vav2 was regulated by multiple DE piRNAs by sharing the common sequence: GTCTCTCCAGCCACCTT. Meanwhile, it was found that piRNA positively regulates miRNA and three genes Bcl3, Il20ra, and Insrr were identified and regulated by piRNA through miRNA.

**Conclusion:**

The results showed that piRNA negatively regulated target mRNA genes and positively regulated target miRNA genes. Genes located in substance dependence, signal transduction and also nervous functions pathways were identified. When taken together, these data may explain the roles of l‐methionine in counteracting the effects of cocaine CPP via piRNAs.

## 1 INTRODUCTION

Addictions are a diverse set of common, complex diseases that are to some extent tied together by shared genetic and environmental etiological factors. Cocaine affects many neurochemical systems. Previous studies have further demonstrated that PFC‐dependent processes, such as executive function, explicit learning, and memory, are damaged in animal models of cocaine addiction and in human cocaine abusers (Chao et al., 2014). Knowledge of genetic factors in etiology and treatment response to cocaine addiction may enable the individualization of prevention and treatment, as well as the identification of new therapeutic targets.

Non‐coding RNAs (ncRNAs) have been gaining recognition for their involvement in genetic and epigenetic regulation (Cech & Steitz, 2014). A large body of studies have reported the distribution of piRNAs in brains, including the hippocampus. Increasing evidence suggests that piRNAs play a critical role in both epigenetic and post‐transcriptional silencing of transposons (Siomi et al., 2011; Thomson & Lin, 2009). piRNAs are shown to direct DNA methylation on a non‐transposon locus to regulate genomic imprinting and influence synaptic plasticity of neuronal cells through DNA methylation on non‐transposon genomic regions (Rajasethupathy et al., 2012; Watanabe et al., 2011). There is evidence that the Piwi/piRNA complex in the *Aplysia* brain was sensitive to serotonin modulation, regulates CREB2 and genes to control nervous system function via a miRNA‐like mechanism that operates by imperfect base‐pairing rules (Aravin et al., 2001; Rouget et al., 2010; L. Zuo et al., 2016). Hence, conducting piRNAome analysis is very important for uncovering mechanism of drug abuse.

Epigenetic changes, specifically alterations in the pattern of DNA methylation, which can produce long lasting alterations in gene expression affecting behavior, have been verified by mounting reports (Maze & Nestler, 2011; Tsankova et al., 2007). l‐methionine (MET) as a dietary methyl donor is the major driver of DNA methylation (N. Zhang, 2018). MET has partitioned functions among protein synthesis, redox balance, polyamine biosynthesis, and the de novo pathway (also referred to as the methylation cycle or recycling pathway) where it is converted to S‐adenosyl methionine (SAM), a principal methyl donor (Bolander‐Gouaille & Bottiglieri, 2007; Sanderson et al., 2019). MET is involved in the synthesis of various neurotransmitters in the brain. It is considered to be the principal sulfur‐containing amino acid in proteins, and play critical roles in nurture‐based metabolism with brain development and functioning (Ringman & Coppola, 2013; Vuaden et al., 2012). Numerous evidence indicates that dietary methionine restriction is associated with increased longevity and decreased incidence of age‐related disorders in mice and rats (Malloy et al., 2006; Miller et al., 2005; Zimmerman et al., 2003). More importantly, our initial findings and that of others suggest that methionine administration can inhibit addictive behaviors in rodent models of cocaine dependence (Tian et al., 2012, 2016; Wright et al., 2015). Currently, the specific mechanisms of methionine effects on drug‐induced behaviors remain unclear.

Based on this evidence, the goal of this study was to identify the mechanisms of MET inhibitory effects on cocaine‐induced cellular and behavioral changes through piRNAs. In the current study, it is the first time we identified Vav2 genes regulated by multiple piRNAs in the PFC upon cocaine treatment and reversed by l‐methionine. The novel targets will be useful for further therapeutic intervention.

## 2 MATERIALS AND METHODS

### 2.1 Animals housed, drug treatment and CPP test

Animals housed, drug treatment and CPP were as described before (Wright et al., 2015). Briefly, adult male C57/BL6 mice (20–30 g) were housed under a 12 h light/dark cycle. Mice were injected subcutaneously with 1 g/kg (6.6 mmol/kg) l‐methionine twice a day for 10 consecutive days using the CPP procedure. During training, mice were injected with methionine 1 h before each behavioral experiment.

Mice were paired up for 8 days with the saline group receiving saline in both sides of the chambers, and drug groups were injected with cocaine (20 mg/kg, i.p., Qinghai pharmaceutical group co. LTD, china) and saline on one side and drug only on the opposite side (Romieu et al., 2008). After each manipulation, the mice were confined to the corresponding conditioning chambers for 30 min before being returned to their cages. On test day, place preference score (CPP score) was assigned by subtracting the time spent in the drug paired chamber from the time spent in the saline paired chamber. Animals were divided into 4 groups: (1) saline+saline (SS), (2) MET+saline (MS), (3) MET+cocaine (MC), and (4) cocaine+saline (CS).

### 2.2 RNA extraction

Two hours after the (day 10) CPP test, the animals were killed (being anesthetized with dry ice) and their mPFCs surgically excised. The tissue was stored in liquid nitrogen immediately after extraction and then transferred to the −80°C freezer. Total RNA was extracted from the frozen tissues using the TIANamp DNA/RNA isolation kit (TIANGEN), including additional treatment with RNase‐free DNase I (Ambion) for 30 minutes at 37°C to remove contaminating DNA.

### 2.3 piRNA sequencing data

In this study, piRNA sequencing data was separated from ncRNA sequencing data. 1 μg of total RNA from a pool of 2 animals (500 ng each) was used to separate and recover 18–30 nt RNA segments by PAGE gel. Then the standard step was followed for generating sequencing library from the addition of poly‐A. Sequencing was performed with single‐end reads of 50 bp through the BGISEQ‐500 platform at Beijing Genomics Institute (BGI; Shenzhen, China). Three biological replicates were sequenced for each group.

### 2.4 piRNA bioinformatics

Raw sequencing reads were filtered to remove low quality, adapter contaminated, shorter than 16 nt reads with FASTQ (Cock et al., 2010). Clean reads were mapped to the reference genome by using AASRA (Tang et al., 2017). The results matching to miRNA, rRNAs and tRNAs were excluded. The remaining reads were aligned against piRBase (J. Wang et al., 2019) using Bowtie allowing one mismatch. In order to investigate the expression profiles of piRNAs, the frequency of piRNA counts were normalized to TPM (tags per million) using the following formula: normalized expression = actual miRNA read count /total clean read count × 10^6^.

Differentially expressed piRNAs between the paired groups were analyzed by using DEGseq (L. Wang et al., 2010). The *p*‐values calculated for each gene were adjusted to *Q*‐values for multiple testing corrections by two alternative strategies (Benjamini & Hochberg, 1995; Storey & Tibshirani, 2003). To improve the overall accuracy of DEGs results, a gene was defined as a DE‐piRNA (differentially piRNA) when *Q*‐values≤ .05.

### 2.5 piRNA target prediction

Recent evidence has suggested interaction between piRNAs and mRNAs through base‐pair complementarity and a possible inverse correlation between piRNA expression and its corresponding mRNA targets (Mao et al., 2019; Y. Zuo et al., 2019). In this study, we get piRNA target prediction of mRNA and miRNA from piRBase (J. Wang et al., 2019) with rules described as before: base pairing at the 5′ end of piRNA with mismatches of <3 in the following 20‐nt sequence (P. Zhang et al., 2015).

### 2.6 Real‐time PCR validation

Validation of DEGs was performed by quantitative reverse‐transcription PCR (RT‐qPCR) using the Maxima SYBR Green qPCR Master Mix kit (Fermentas), according to the manufacturer's instructions, in an ABI Prism 7500 Sequence Detection System machine (Applied Biosystems Inc.). All real‐time RT‐qPCR data were normalized to SS expression using forward and reverse primers listed in Supporting Information Table S1.

### 2.7 Statistical analysis

Data are expressed as the mean ± SD. Statistical analysis of behavior data and qPCR was performed using an unpaired t test with two tailed distributions. The results were considered statistically significant when *p* < 0 .05.

Cytoscape (3.8.0) was used to compute enriched gene networks. Heatmaps were created using Morpheus (https://software.broadinstitute.org/morpheus/).

### 2.8 Ethics approval

This study has been approved by the ethics committee of the Institute of Psychology, CAS.

## 3 RESULTS

### 3.1 Effects of methionine on cocaine‐induced behavior

As shown in Figure 1, there were significant differences in cocaine‐induced CPP among groups of saline and cocaine CPP with or without methionine treatment (*p* < 0.001). Meanwhile, methionine administration significantly attenuated cocaine‐CPP behavior (CS vs. MC *p* < 0.01).

**FIGURE 1:**
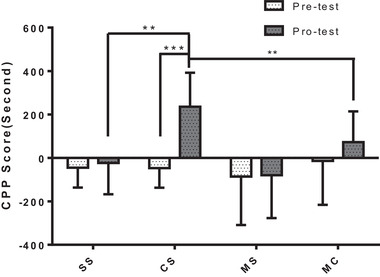
Effect of l‐methionine (MET; 200 mg/kg) on behavior in response to cocaine‐addicted mice (20 mg/kg, i.p.). Abbreviations: CS, cocaine+saline; MC, MET+cocaine; MS, MET+saline; SS, saline+saline. Note: All results represent the mean ± SD of 10 independent determinants (*n* = 10/group) in behavioral test experiments. ***p < 0.001, **p < 0.01, *p < 0.05

### 3.2 Characterization of ncRNA sequencing

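Small RNA was sequenced from the PFC of adult male C57/BL6 mice in 4 treatment groups, with 3 libraries per group and each library made from RNA pooled from 2 animals. SS mice received saline, CS mice received cocaine at 20 mg/kg, MS mice received l-methionine at 1 g/kg for 10 days, and MC mice received both. The legend of Figure 1 gives the methionine dose as 200 mg/kg. Tissue was taken 2 h after the CPP test, and RNA of 18 to 30 nt was sequenced with reads of 50 nt. The authors deposited, for each library, the number of reads counted on each small RNA, without normalization, and beside it a TPM value, which is the count scaled to the library total. In all 12 libraries the counts over all small RNAs summed to the total number of reads stated with them, so each read was counted on 1 feature. The small RNAs are mature and predicted miRNAs, miRNA precursor families, known piRNAs, predicted piRNAs, other RNA families, and the repeats, exons, introns and intergenic regions to which remaining reads were mapped. In units of 1000000 counts, the total per library ran from 8.23 to 11.1 in SS (median 10.0), from 8.18 to 8.71 in CS (median 8.47), from 10.0 to 11.0 in MS (median 10.4) and from 7.77 to 10.9 in MC (median 7.97). No pair of libraries matched within sampling noise, so all 12 were kept as separate samples. For each comparison, piRNAs and miRNAs were tested separately on the counts with edgeR's quasi-likelihood test over the 12 libraries, keeping the 3 libraries of a group as replicates. A feature was tested when at least 3 libraries held at least 5 counts, which left 281 of 693 piRNAs and 780 of 1422 miRNAs. A DE_piRNA was one with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The profiles of 125 miRNA precursor families placed the 12 libraries in 3 library sets that crossed the treatment groups. Set A held SS replicate 12 and CS replicates 8 and 9. Set C held CS replicate 10 and MC replicates 16 and 17. Set B held the other 6 libraries, which were SS replicates 13 and 14, all 3 MS libraries and MC replicate 20. The sets were defined from these profiles, so libraries of a set are alike in them by construction. Summed over 20 families of land plants, the libraries of set C had between 45703 and 51223 counts, and no other library had more than 726. Such families were among the 125, so set C may rest in part on them. The sets were not formed again without them. The median correlation was 0.715 for the 21 pairs of libraries of the same set and -0.648 for the 45 pairs of different sets. For the 12 pairs of the same treatment group it was 0.156 and for the 54 pairs of different groups 0.0409.

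**Figure D1:**
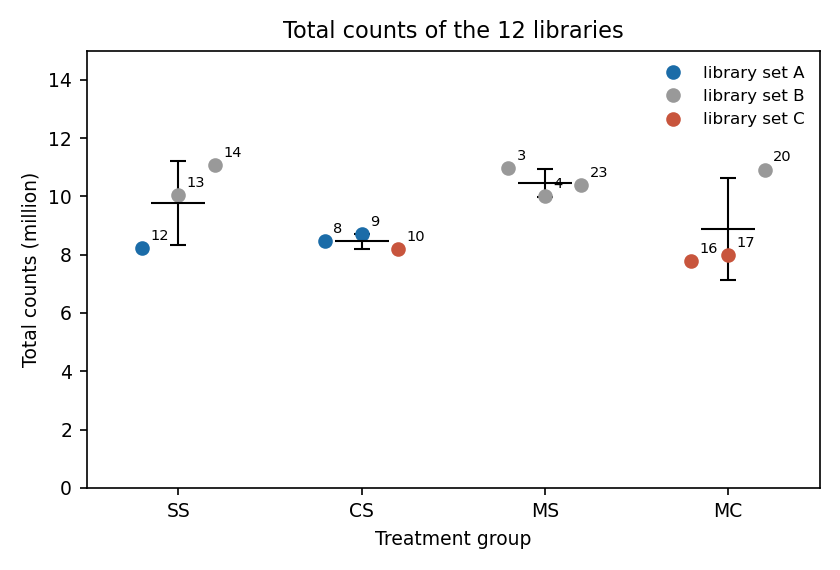
Total counts, in units of 1000000 counts (vertical axis), of the 12 libraries, by treatment group (horizontal axis). Each point is a library labelled with its replicate number and coloured by library set, and the bar and whiskers give the mean and SD of the 3 libraries. The 6 libraries of set B lie between 10.0 and 11.1, above all libraries of sets A and C.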

To understand the molecular mechanisms underlying the effects of cocaine CPP and delineate the functional consequences of methionine treatment, we performed ncRNA sequencing of the extracted PFCs of mice from each of the four treatment groups: SS, CS, MS, and MC. We obtained on an average 10 million clean reads for each sample. There was no significant difference of the reads among each group of the total reads (Figure 2a). 

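In units of 1000000 counts, the mean over the 12 libraries was 9.39 (SD 1.29). By group, the mean was 9.78 ± 1.44 (SD, n = 3 libraries) in SS, 8.46 ± 0.264 in CS, 10.5 ± 0.482 in MS and 8.89 ± 1.76 in MC. The difference among the 4 groups was within the spread between libraries (F = 1.77, p = 0.265, exact permutation test over all 369600 groupings of the libraries). Leaving out MC replicate 20 moved this result most, to p = 0.0381 in the same exact permutation test. The libraries of set A lay between 8.23 and 8.71 and those of set C between 7.77 and 8.18, below those of set B. Set B held 1 MC library beside the MS and SS libraries, and set C held no SS or MS library, so the groups could not be compared in full within a set.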

Annotation showed that 73% were miRNA, 7.3% were piRNA and the left were other snoRNA, genomic, tRNA and et al., indicating that small RNA content was dominated by miRNAs and piRNAs. 

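Of all counts, 62.6% ± 3.45 (SD, n = 12 libraries) were on mature and predicted miRNAs, and 75.4% ± 3.93 when miRNA precursor families were added. The piRNAs held 0.440% ± 0.142, of which known piRNAs made up 0.307% and predicted piRNAs 0.133%. Exons held 10.1% ± 2.22, repeats 4.57% ± 1.18, introns 4.50% ± 0.553 and intergenic regions 4.22% ± 0.998. The snoRNAs, snRNAs, tRNAs, rRNAs and other RNA families together held 0.821% ± 0.383. The piRNA share was 0.352% ± 0.0499 (SD, n = 3) in SS, 0.427% ± 0.160 in CS, 0.387% ± 0.0678 in MS and 0.592% ± 0.163 in MC, a difference within the spread between libraries (F = 2.27, p = 0.142, exact permutation test). For piRNA share of counts among groups, leaving out MC replicate 17 gave p = 0.0436 in the same exact permutation test. At the depth of these libraries, 3 counts correspond to between 0.271 and 0.386 counts per 1000000 counts of the library (CPM), a floor that covers counting error only and does not hold for predicted piRNAs, which were listed from a higher count. The 693 piRNAs were 269 known and 424 predicted ones, and 258 of them had counts in 1 library only. A library listed between 217 and 381 piRNAs, with the highest number in MC replicate 16, where 79 predicted piRNAs were found that no other library listed. Predicted piRNAs were never listed with fewer than 10 counts, while known piRNAs were listed from 1 count upward.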

Of these sequenced piRNAs, most were located in repeated regions, intron and a small part in promoter and exon (Figure 2b). 

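The positions of the 424 predicted piRNAs, which the deposited files give together with a repeat family, fell at 114 loci, 47 of which held more than 1 predicted piRNA. LINE/L1 accounted for 110 predicted piRNAs (25.9%) at 24 loci, LTR/ERVK for 109 (25.7%) at 36 loci, LTR/ERVL-MaLR for 103 (24.3%) at 16 loci and LTR/ERV1 for 46 (10.8%) at 20 loci. The order changed when counts were taken in place of piRNAs. LTR/ERV1 then held 43.7% ± 3.41 (SD, n = 12 libraries) of the counts of predicted piRNAs, LTR/ERVL-MaLR 21.4% ± 4.51, LTR/ERVK 11.4% ± 2.35 and LINE/L1 3.78% ± 1.86. When the share was taken among all predicted piRNAs that each library listed and averaged over the 12 libraries, it was 12.0% ± 6.15 for LINE/L1 and 27.3% ± 4.07 for LTR/ERVK. The known piRNAs carry no position in the files and were not used here.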

While in the repeated regions, most were located in LINE1 (35%), LTR/ERVK (27%), and LTR/ERVL‐MaLR (24%, Figure 2c). The result was coinciding with the report that piRNAs clusters are often located in intergenic regions (L. Zuo et al., 2016).

**FIGURE 2:**
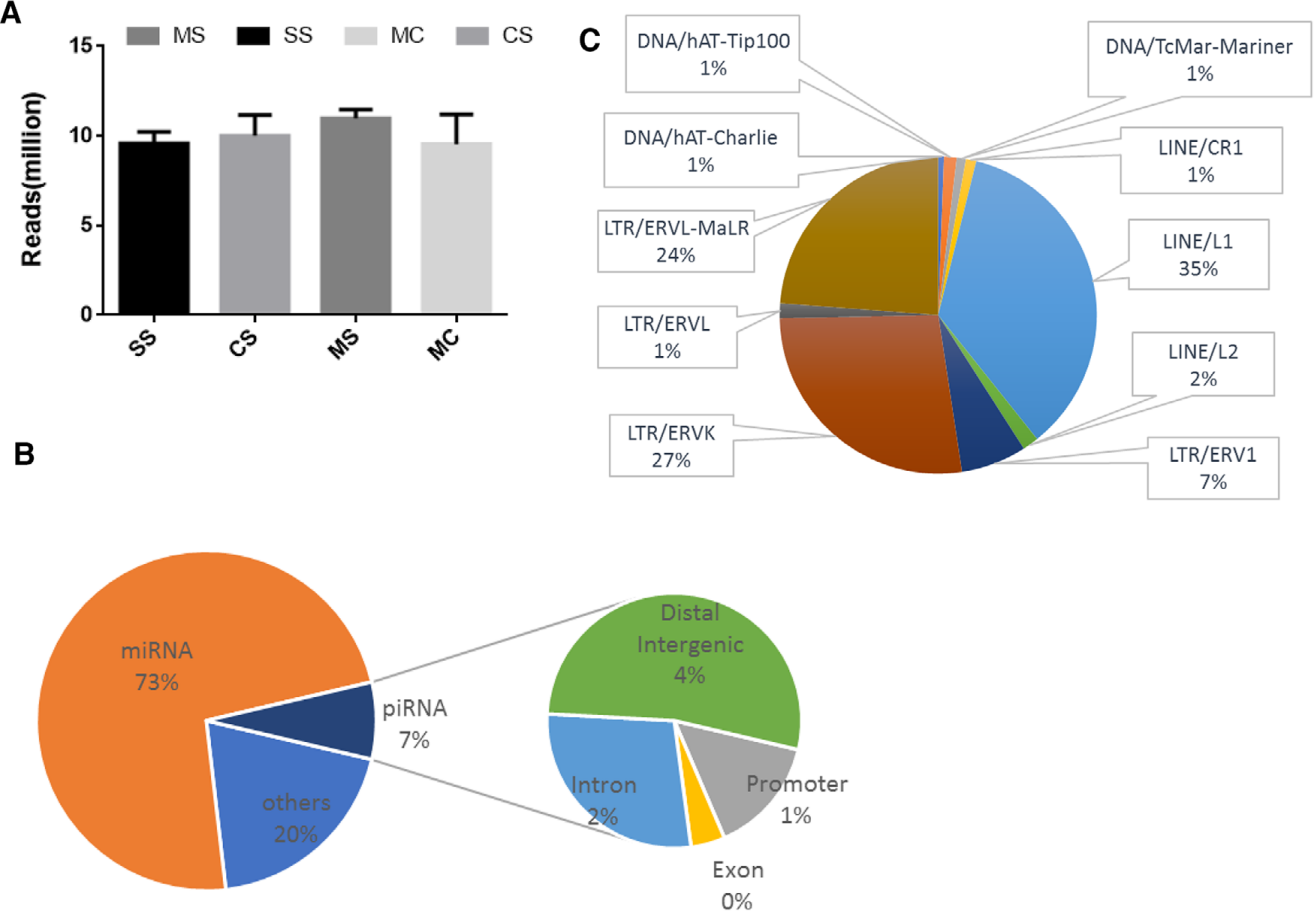
Characterization of small RNA sequencing. (a) Average sequencing reading of each sequencing sample. (b) Non‐coding RNA distribution of the sequencing data and distribution of annotation elements of piRNAs. (c) Distribution of annotation elements of repetitive elements of piRNAs

### 3.3 The response of MET on cocaine CPP

Behavior test above showed that MET attenuated behaviorally cocaine‐CPP which induced the question whether MET clearly reversed cocaine‐induced piRNA genes. We performed ncRNA sequence and first plotted the log_2_fold_change of piRNAs from CS, MS, and MC conditions in a heatmap. As expected, a significant number of genes exhibited fold changes in opposite directions in the MC mice compared with CS (Figure 3a,b, *p*‐value: 2.44e‐14). This indicated that l‐methionine reversed piRNAs induced by cocaine. 

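Log2 fold changes were taken between the group means of CPM, with a pseudocount of 0.1, for the 345 piRNAs of Table S2 listed for CS vs SS or MC vs CS. Across these piRNAs, Pearson's r between the CS vs SS and the MC vs CS fold changes was -0.260 (standard error 0.349, from leaving out each library). The fold changes had opposite signs for 145 piRNAs and the same sign for 60. The piRNAs are not independent replicates, so no p-value was taken across them. The CS libraries enter both fold changes, on opposite sides. When the 9 libraries were regrouped in all 1680 ways, the correlation over the 281 tested piRNAs lay as far from 0 as the real one (-0.215) in 89.2% of regroupings, with a median of -0.511. The alternative that moved the result most gave each CS library to only 1 of the 2 fold changes, and the mean r over the 6 ways to divide them was 0.132 (from -0.0810 to 0.457). Within library sets, with CS vs SS taken in set A and MC vs CS in set C, r was 0.10, where SS in set A and CS in set C are 1 library each, and noise in a single library brings a correlation nearer to 0. The interaction of cocaine and methionine, tested directly with edgeR and Benjamini-Hochberg adjustment, was past the threshold for 0 of 281 piRNAs (7 with unadjusted p under 0.05, where chance gives 14.1). Recovery of a known interaction was not simulated. For CS vs SS, edgeR recovered 1.70% of simulated piRNAs changed by a log2 of 2, so this result does not exclude that methionine changes the effect of cocaine. From the opposite directions of the fold changes in Figure 3b, the paper reasons that l-methionine reversed piRNAs induced by cocaine.

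**Figure D2:**
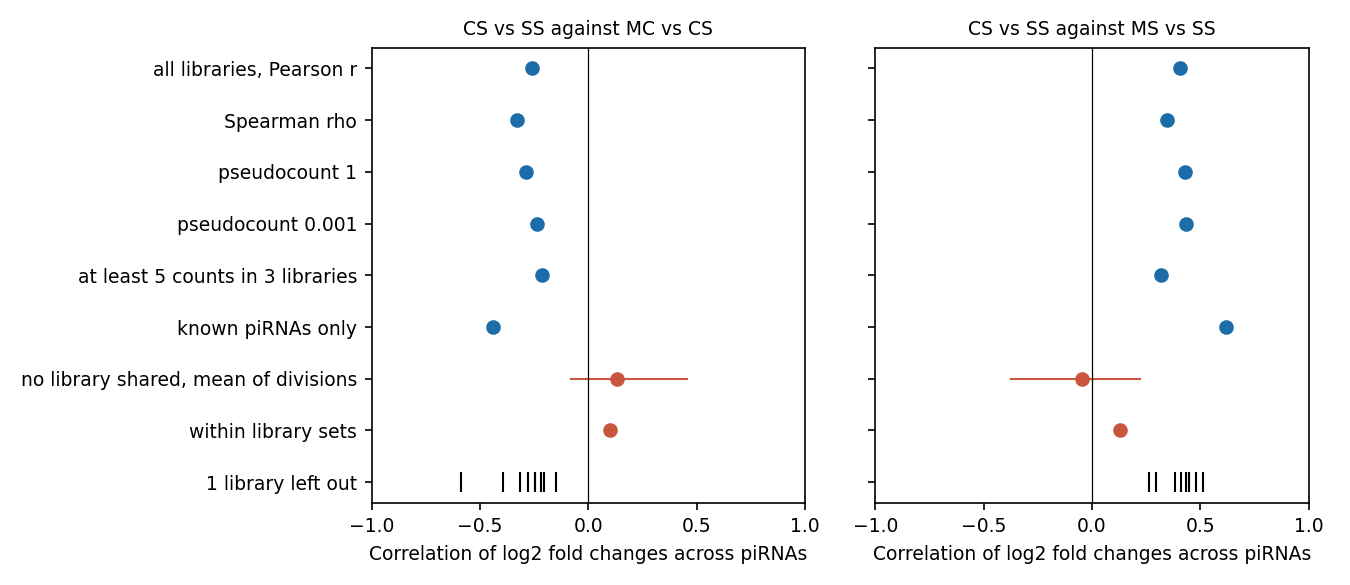
Correlation across piRNAs (horizontal axis) between the log2 fold changes of CS vs SS and those of MC vs CS (left) or MS vs SS (right), under each way of computing it (vertical axis). Blue points use all libraries of the groups, orange points use no library in both fold changes (the line spans the 6 divisions), and black ticks each leave out 1 library. The points without a shared library lie at 0.132 and 0.10 on the left, on the other side of 0 from the blue points.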

When we compared piRNAs of CS and MS groups, there is a positive relationship between them (Figure 3a,c). 

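For the 261 piRNAs of Table S2 listed for CS vs SS or MS vs SS, Pearson's r across piRNAs between the 2 fold changes was 0.408 (standard error 0.217, from leaving out each library), with the same sign for 132 piRNAs and opposite signs for 70. The SS libraries are the reference of both fold changes. In all 1680 regroupings of the 9 libraries, 78.5% gave a correlation as far from 0 as the real one over the tested piRNAs (0.317), with a median of 0.510. With each SS library used in only 1 of the 2 fold changes, the mean r was -0.0460 (from -0.375 to 0.220). Within library sets, with CS vs SS taken in set A and MS vs SS in set B, r was 0.128, again with 1 SS library in set A.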

Considering that l‐methionine did not induce any abnormal behavior, piRNAs induced by l‐methionine treatment cannot be considered to relate to cocaine response.

**FIGURE 3:**
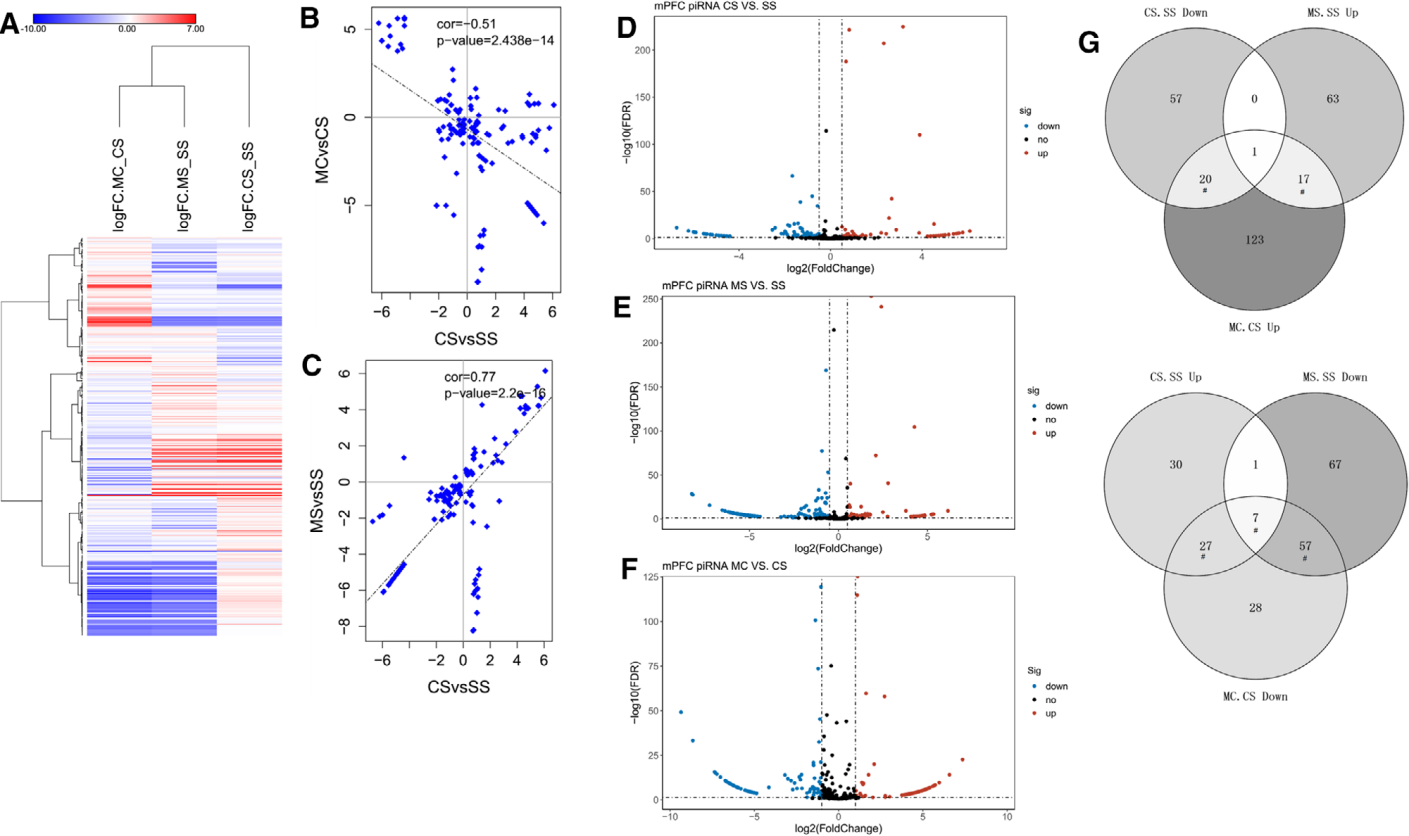
l‐methionine reverses broad changes of piRNA expression caused by cocaine. (a) Heat map of all significantly different piRNA genes in each group (saline+cocaine [CS], MET+saline [MS], and MET+cocaine [MC]). Red, up‐regulated; blue, down‐regulated. Scatter plot of relationship of regulation of piRNAs between CS and MC groups (b), between CS and MS groups (c). (d–f) Volcano plot of differentially regulated piRNAs of cocaine+saline (CS), methinione+saline (MS), and methinione+cocaine (MC) (*p* < .05). Up‐regulated DE_piRNAs are represented by red and down‐regulated by blue. The log2 fold change values for CS vs. SS, MS vs. SS and MC vs. CS are plotted against the average log expression values, respectively. (g) Venn diagrams of the significantly up‐regulated and down‐regulated piRNAs among three different treatment groups (CS, MS, and MC)

### 3.4 Broad effect of cocaine and l‐methionine on piRNAome

To investigate the effect of piRNA of saline and MET response to drug, differentially expressed piRNAs analysis of the ncRNA sequencing data was performed. There were 143 differentially expressed piRNAs (DE_piRNAs) in the CS group compared to the SS group (Figure 3d). 

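With the 3 libraries of each group kept as replicates, 0 of 281 piRNAs were past the threshold in CS vs SS (smallest adjusted p = 0.894, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p was under 0.05 for 3 piRNAs, all up-regulated, where chance gives 14.1. Pooling the 3 libraries of each group and testing the sums with the MA-plot random sampling model of DEGseq called 142 piRNAs (64 up and 78 down), all of them in Table S2. For DE piRNAs CS vs SS the alternative that moved the count most was this test with the total of the library as library size, chosen after seeing the values, with 153 piRNAs (87 up and 66 down). Pooling leaves no replicate error in the test. When the 6 libraries were split into 3 and 3 in all 10 ways, the pooled test called between 127 and 201 piRNAs in the other splits, with the highest number for the split that sets library set A against the rest. Of the piRNAs the paper lists, 83 were tested with edgeR, all with the listed sign, and their median absolute log2 fold change was 1.93 with a median standard error of 2.24. The piRNA with the smallest Q among the up-regulated ones, mmu_piR_022097, had 1233, 70 and 20 counts in CS replicates 8, 9 and 10 and 110, 13 and 16 counts in SS replicates 12, 13 and 14. Its log2 fold change was 3.37 (standard error 1.90, adjusted p = 0.894, edgeR), while edgeR without a filter called it (adjusted p = 3.64e-05) and 3 other piRNAs. Leaving out 1 library gave a log2 fold change for mmu_piR_022097 from 0.08 (CS replicate 8) to 4.96 (SS replicate 12). With SS replicate 12 as the only SS library of set A, library set and group could be separated only in part, and with library set as a covariate 0 piRNAs were past the threshold (5 with unadjusted p under 0.05). In a simulation with the spread of these libraries, edgeR recovered 1.70% of piRNAs changed by a log2 of 2 and 39.7% of those changed by a log2 of 4, so changes of this size could not be excluded.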

Of them, 65 genes were up‐regulated and 78 genes were down‐regulated following cocaine CPP. When compared with the SS group, the MS group showed 67 piRNAs significantly high regulated, and 132 piRNAs were significantly low regulated (Figure 3e, Supporting Information Table S2).

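In MS vs SS, 0 of 281 piRNAs were past the threshold (smallest adjusted p = 0.515, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 10 had an unadjusted p under 0.05, 2 of them up-regulated and 8 down-regulated. For DE piRNAs MS vs SS the alternative that moved the count most was the pooled DEGseq test with Storey's q, chosen after seeing the values, with 198 piRNAs. With Benjamini-Hochberg adjustment the pooled test called 189 piRNAs (64 up and 125 down), and fewer in 7 of the 9 other splits of the 6 libraries, of which the highest number was 192. Among the piRNAs of Table S2 with the smallest Q, mmu_piR_025576 had 6311, 6837 and 5479 counts in MS and 3287, 522 and 590 in SS, a log2 fold change of 1.90 (standard error 1.26, adjusted p = 0.540, edgeR), while edgeR without a filter called it (adjusted p = 0.0252) and 7 other piRNAs. The predicted piRNA novel_pir683 had 148, 120 and 111 counts in MS and 259, 221 and 210 in SS, so that the groups did not overlap (log2 fold change -1.01, standard error 0.345, adjusted p = 0.515, edgeR). The predicted piRNA novel_pir745 had 123 counts in SS replicate 12 and none in the other 5 libraries of the comparison, and was called by edgeR without a filter (adjusted p = 5.94e-07) and by DESeq2 (adjusted p = 1.45e-06). Its only other counts were 99 and 123 in CS replicates 8 and 9, of library set A like SS replicate 12. With library set as a covariate, its log2 fold change in edgeR went from -8.45 to -0.013. All 3 MS libraries were of library set B. Within set B, only SS replicates 13 and 14 were available for comparison.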

In order to study the effects of combined cocaine and MET treatment on piRNAs, we applied the same analyses to find piRNAs of which the expression was altered by repeated cocaine treatment, with the condition that differential expression is inhibited by MET treatment. We performed a differential expression analysis between MC and CS groups to obtain a list of DE‐piRNAs affected by MET treatment in the context of cocaine treatment. A total of 139 DE‐piRNAs were found up‐regulated and 119 DE‐piRNAs down‐regulated in the MC‐treated mice when compared with that of CS‐treated mice (Figure 3f).

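In MC vs CS, 0 of 281 piRNAs were past the threshold (smallest adjusted p = 0.505, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 13 had an unadjusted p under 0.05, 7 of them up-regulated and 6 down-regulated. For DE piRNAs MC vs CS the alternative that moved the count most was again the pooled DEGseq test with Storey's q, chosen after seeing the values, with 255 piRNAs. With Benjamini-Hochberg adjustment the pooled test called 250 piRNAs (135 up and 115 down), and between 206 and 279 in the other splits of the 6 libraries. The up-regulated piRNA with the smallest Q in Table S2, mmu_piR_000935, had 17763, 1919 and 10802 counts in MC replicates 16, 17 and 20 and 7512, 634 and 1370 counts in CS (log2 fold change 1.43, standard error 0.954, adjusted p = 0.624, edgeR). Leaving out 1 library gave it a log2 fold change from 0.698 (CS replicate 9) to 2.75 (CS replicate 8). The down-regulated piRNA with the smallest Q, novel_pir682, had 558, 416 and 724 counts in MC and 914, 888 and 593 in CS (log2 fold change -0.64, standard error 0.312, adjusted p = 0.505, edgeR). The predicted piRNA novel_pir684 had 96 and 127 counts in CS replicates 8 and 9, both of library set A, and none in CS replicate 10 or in MC, and was called by edgeR without a filter (adjusted p = 1.05e-08) and by DESeq2 (adjusted p = 0.0283). Outside this comparison, novel_pir684 had 98 counts in SS replicate 12 and 18 and 12 in SS replicates 13 and 14, of set B. No MC library was of set A. Within set C, the comparison was CS replicate 10 against MC replicates 16 and 17.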

Then, we examined how behavioral differences between the effects of cocaine, MET and cocaine combining MET might be explained partially by the differences of piRNAs. 

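The lists of Table S2 were compared with each other over the piRNAs that the pooled counts allowed to be tested in both comparisons, with a one-sided Fisher's exact test. Up-regulated in CS vs SS and down-regulated in MC vs CS were 34 piRNAs, where 17.9 were expected by chance (background 433 piRNAs, exact p = 3.34e-06), and down-regulated then up-regulated were 16, where 3.33 were expected (exact p = 2.35e-09). Up-regulated in both MS vs SS and MC vs CS were 10 piRNAs (4.79 expected, background 384 piRNAs, exact p = 0.0122), and down-regulated in both were 64 (27.6 expected, exact p = 9.40e-20). Between CS vs SS and MS vs SS, 8 piRNAs were up-regulated then down-regulated (10.9 expected, exact p = 0.907) and 1 was down-regulated then up-regulated (7.01 expected, exact p = 1.00). In the same direction, 24 piRNAs were up-regulated in both (3.14 expected, exact p = 3.09e-21) and 48 were down-regulated in both (24.3 expected, exact p = 6.90e-10). Among the 281 piRNAs with at least 5 counts in at least 3 libraries, the 34 became 16 (11.1 expected, exact p = 0.0496), the 16 became 10 (3.74 expected, exact p = 0.00118), the 10 became 6 (3.65 expected, exact p = 0.137), the 64 became 40 (19.5 expected, exact p = 1.35e-09), the 24 became 23 (5.98 expected, exact p = 3.52e-12) and the 48 became 15 (10.8 expected, exact p = 0.0786). Over all 693 piRNAs as background, the 16 shared piRNAs stood against 15.6 expected (exact p = 0.508) and the 10 against 13.4 (exact p = 0.900). The Fisher test treats piRNAs as independent and does not carry the spread between libraries. CS vs SS and MC vs CS share the CS libraries, and CS vs SS and MS vs SS share the SS libraries. MS vs SS and MC vs CS share no library, but library set A lies only on their SS and CS sides. Of the piRNAs down-regulated in MS vs SS and MC vs CS, 58 and 56 had counts in no library outside set A. The overlap of 64 can therefore not be separated from library set. With edgeR's calls in place of the lists, each overlap was 0, because no piRNA was called.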

The Venn diagram in Figure 3g reveals that there is significant overlapping of DE‐piRNAs between CS_SS and MC_CS (*p* < 1.468e‐07; *p* < 8.852e‐31) and between MS_SS and MC_CS (*p* < 1.987e‐05; *p* < 5.435e‐54) but not between CS_SS and MS_SS, which reinforce the speculation that l‐methionine treatment was not related to cocaine response in Figure 2c. 

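The lists of up-regulated piRNAs in CS vs SS and down-regulated piRNAs in both MS vs SS and MC vs CS had 7 piRNAs in common. Of the 8 piRNAs that were up-regulated in CS vs SS and down-regulated in MS vs SS, these 7 were also down-regulated in MC vs CS, where 2.22 were expected (background 368 piRNAs, p = 0.000664, one-sided Fisher's exact test). The CS libraries enter CS vs SS and MC vs CS on opposite sides, which the 2.22 expected does not allow for. This p therefore cannot tell a reversal from the shared CS libraries. The 7 piRNAs were named after their values were seen, and were mmu_piR_000414, novel_pir185, novel_pir360, novel_pir692, novel_pir818, novel_pir821 and novel_pir85. Of these, novel_pir360, novel_pir818 and novel_pir821 had counts only in the 3 libraries of set A. Outside set A, novel_pir185 had counts only in MC replicate 16 (10) and novel_pir85 only in CS replicate 10 (12). For novel_pir821, the counts were 29 and 27 in CS replicates 8 and 9 and 26 in SS replicate 12, with none in the other 9 libraries. The predicted piRNA novel_pir692, at chromosome 5 from 17118211 to 17118485 in an LTR/ERVL-MaLR repeat, had 29, 32 and 18 counts in CS, 14, 10 and 11 in SS, 0 in all 3 MS libraries and 0, 11 and 12 in MC. Its unadjusted p in MS vs SS was 0.00394, the smallest among the piRNAs (adjusted p = 0.515, edgeR with Benjamini-Hochberg adjustment). Predicted piRNAs are listed from 10 counts upward, so a count of 0 stands for fewer than 10.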

Interestingly, there is a significant overlap of DE‐piRNAs among up‐regulated CS_SS, down‐regulated MS_SS and down‐regulated MC_CS (*p* < 6.707e‐05) indicating that behavioral changes as a result probably affected cocaine‐induced certain piRNAs which reverses by MET.

### 3.5 piRNAs target mRNA gene prediction

Recent evidence suggests that piRNAs, in a mechanism similar to miRNAs, may regulate gene expression through base pair complementarity with their targets (Chu et al., 2015; Hashim et al., 2014). However, few studies have identified the corresponding gene targets of specific piRNAs on drug abuse. According to base pair complementarity rules, to evaluate gene expression from a network perspective and gain further insight into the mechanism by which piRNA changes might influence gene expression, we used our mRNA sequencing data (GEO: GSE146631) and performed network by significant piRNAs and their potential target genes with cytoscape (v3.8.2) (Figure 4a). There are several target genes enriched by piRNAs such as Wdr92, Lars2, Iqcg, Vav2 and so on. Then we used those target mRNA genes to do pathway analysis with DAVID (da Huang et al., 2009), it showed that some pathways enriched in cases of substance dependence (morphine addiction) and nervous functions pathways (GABAergic synapse and cholonergic synapse) which are reported to be closely associated with drug addiction (Figure 4b).

**FIGURE 4:**
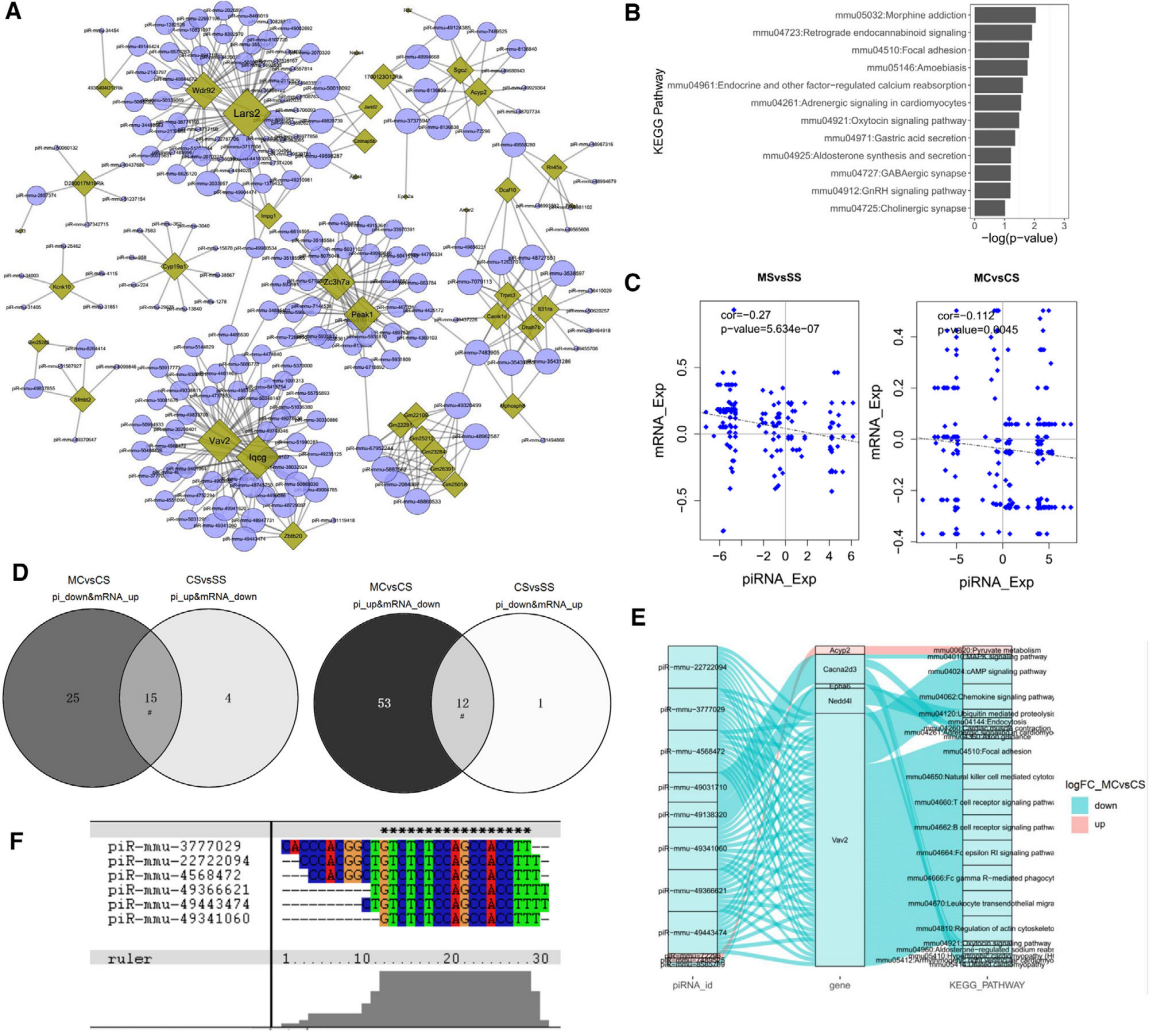
Interactions between piRNA and mRNA of cocaine addiction and MET treatment response to cocaine addiction. (a) Gene regulatory network of significantly regulated piRNAs and their potential target mRNA genes. (b) Chart of enriched pathways of target mRNA genes of De‐piRNAs. (c) Scatter plot of relationship of regulation between piRNAs and their potential target mRNA genes of MSvsSS group and MCvsCS group. (d) common piRNAs with reversely regulated DEGs between MCvsCS and CSvsSS. (e) Sankey diagram of DE‐piRNA acted by MET treatment response to cocaine addiction with their target DEGs and pathways. (f) Common sequence of multiple piRNA sequence alignments of the predicted target Vav2 gene

To unclose the relationship between piRNAs and their potential target mRNAs, the plot of log_2_fold_change of piRNA and the potential target genes was conducted and showed that there is a significant negative correlation between piRNA and the potential target mRNA genes of MSvsSS group (cor: −0.27, *p*‐value: 5.63E‐07) and MCvsCS group (cor: −0.11, *p*‐value: 0.0045) (Figure 4c). This was in coincidence with the published possible mechanism regulation of piRNAs to their target mRNA genes (Hashim et al., 2014; Krishnan et al., 2017).

### 3.6 MET acts on piRNAs to down‐regulate genes located in addiction‐related pathways induced by cocaine

Opposite directions of fold changes of genes in the MC mice compared with CS shown in Figure 2b and negative relationship of log_2_fold_change between piRNA and the potential target genes shown in Figure 4c indicated that methionine contacted the effect of cocaine by acting on piRNAs to regulate mRNAs. To further investigate target genes of MET treatment response of cocaine CPP regulated by piRNA, we did overlap piRNAs changed in opposite direction with targeting genes between MC and CS groups (Figure 4d). There is a highly significant (*p* < 6.18e‐09) overlap of piRNAs up‐regulated by cocaine and down‐regulated by MET with target genes in opposite direction, and also highly significant (*p* < 6.34e‐06) overlap piRNAs down‐regulated by cocaine and up‐regulated by MET with target genes in opposite direction. Then we did pathway analysis with these target genes and plotted in Sankey diagram (Figure 4e). It showed that except Acyp2 gene, Cacna2d3, Epha6, Nedd4l and Vav2 were down‐regulated by MET via piRNA when induced by cocaine. And as for pathways these genes located such as mmu04024: cAMP signaling pathway, mmu04010: MAPK signaling pathway, mmu04360: Axon guidance and so on were reported related to drug dependence (Hope et al., 2007; Y. Wang et al., 2018).

It was noted that there were multiple piRNAs induced by MET down‐regulated Vav2. Vav2 is an important gene located in multiple pathways report associated with drug addiction such as mmu04024: cAMP signaling pathway, mmu04062: Chemokine signaling pathway (Cui et al., 2014), mmu04510: Focal adhesion (Verma et al., 2019) and so on as a hub. Identifying recurring sequence patterns is very important in order to understand how piRNA binds and controls its target mRNA. We used clustalX (http://www.clustal.org/) to do sequence alignment of the piRNAs and showed the common sequence: GTCTCTCCAGCCACCTT as the target sequence works on (Figure 4f). 

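The sequence GTCTCTCCAGCCACCTT is 17 nt long. It occurred in 0 transcripts of the GENCODE M21 mouse annotation in either orientation, spliced Vav2 transcripts included. This was a search for exact matches in spliced transcripts. Introns were not searched, and the paper's rule for targets allows mismatches, so it does not test whether the piRNAs can pair with Vav2. Vav2 lies on the minus strand of chromosome 2 of GRCm38 from 27262104 to 27427033. Read on the same build, 38 predicted piRNAs have their position at 1 locus inside an intron of Vav2, on the plus strand from 27400951 to 27402008, in an LTR/ERVL-MaLR repeat. The paper's text does not name the build of these positions, and they were read as GRCm38, the build of the annotation used. The paper gives piRBase numbers for the piRNAs that target Vav2. These were not matched to the 38, so whether any are the same is not known. At this locus Gm24049, an annotated miRNA gene, spans 27401852 to 27401951 on the plus strand. The 38 piRNAs together had 291.6 CPM in MC replicate 16 and between 34.7 and 83.3 in the other 11 libraries. In MC replicates 17 and 20 they had 56.2 and 83.3 CPM, and in CS 37.9, 34.7 and 52.1. Of the 38, novel_pir568 and novel_pir581 were among the 5 piRNAs with the smallest p in MC vs CS. The counts of novel_pir568 were 87, 11 and 22 in MC and 0 in all CS libraries. Those of novel_pir581 were 311, 55 and 90 in MC and 15, 0 and 32 in CS. Neither was past the threshold (adjusted p = 0.505 for both, edgeR), while edgeR without a filter called novel_pir581 (adjusted p = 0.0423). From this locus came 10 of the piRNAs that Table S2 lists for CS vs SS (4 up and 6 down), 7 of those for MS vs SS (5 up and 2 down) and 25 of those for MC vs CS (24 up and 1 down). Among the 11 other libraries, CS replicate 10 and MC replicate 17, of the same library set as MC replicate 16, had 52.1 and 56.2 CPM.

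**Figure D3:**
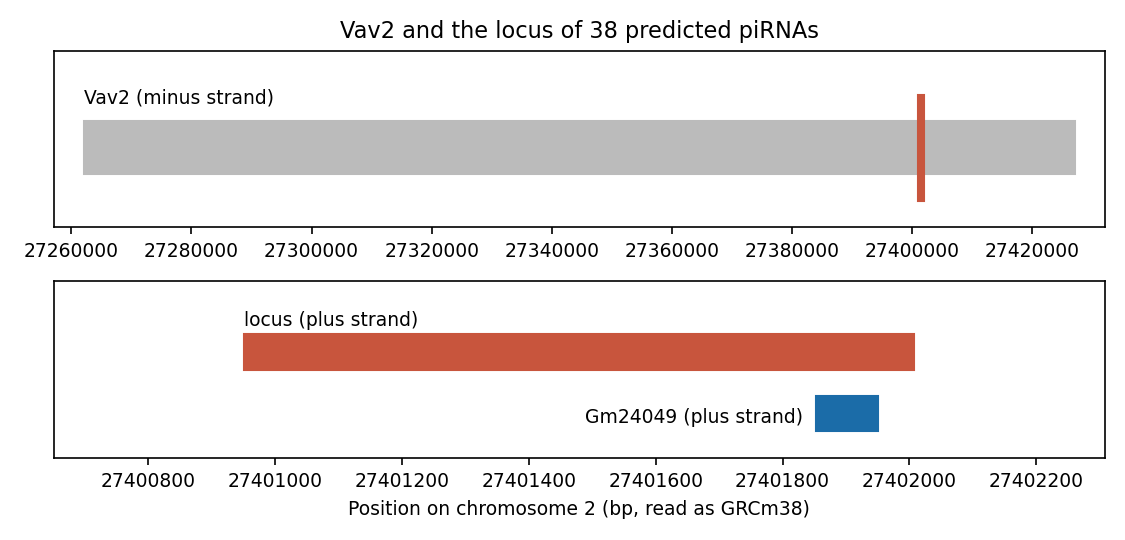
Position on chromosome 2 in bp, read as GRCm38, of Vav2 (grey, upper map), of the locus of the 38 predicted piRNAs (orange, both maps) and of Gm24049 (blue, lower map). The locus from 27400951 to 27402008 lies inside Vav2 on the opposite strand, and Gm24049 lies inside the locus.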

Taken together, these evidences suggest that cocaine exposure first inhibits piRNAs and then regulated Vav2 genes via common target sequence and MET reverses piRNAs and their target genes.

### 3.7 piRNAs target miRNA prediction

It is reported that miRNA can regulate the expression of protein‐coding mRNA transcripts by binding to the 3′ untranslated region (3′ UTR) of target transcripts and blocking their translation (Kenny, 2014). There are few papers which studied a combined miRNA–piRNA regulation or network to detect diseases (Jain et al., 2019). In current paper, we tried to draw the regulatory network of how piRNA regulates protein‐coding genes via miRNAs.

According to base pair complementarity rules, we first performed network by significantly expressed piRNAs and their potential target miRNAs from our ncRNA sequencing data with cytoscape (v3.8.2) (Figure 5a). 

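In the network, the predicted piRNA novel_pir203 is drawn with miR-544. It had counts in 4 of the 12 libraries, 13 in CS replicate 8, 11 in MS replicate 23, 16 in MC replicate 17 and 11 in MC replicate 20, and none in SS. None of its comparisons was past the threshold (adjusted p = 0.894 in CS vs SS, 0.523 in MS vs SS and 1.00 in MC vs CS, edgeR with Benjamini-Hochberg adjustment). Leaving out CS replicate 8, the only CS library with a count, took the CS vs SS fold change to 0. By library set, its CPM were 0.511 ± 0.886 (SD, n = 3) in set A, 0.344 ± 0.534 (n = 6) in set B and 0.669 ± 1.16 (n = 3) in set C. The counts of mmu-miR-544-3p were 90, 81 and 75 in CS, 55, 57 and 47 in SS, 92, 116 and 78 in MS and 10, 70 and 98 in MC. Its log2 fold change was 0.54 (standard error 0.430, adjusted p = 0.994, edgeR) in CS vs SS and -0.65 (standard error 0.430, adjusted p = 0.616, edgeR) in MC vs CS. The locus of novel_pir203 runs on chromosome 12 from 109729286 to 109729436 on the minus strand, in a DNA/hAT-Charlie repeat. Read as GRCm38, it spans the Mir544 gene, which lies on the plus strand from 109729325 to 109729402.

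**Figure D4:**
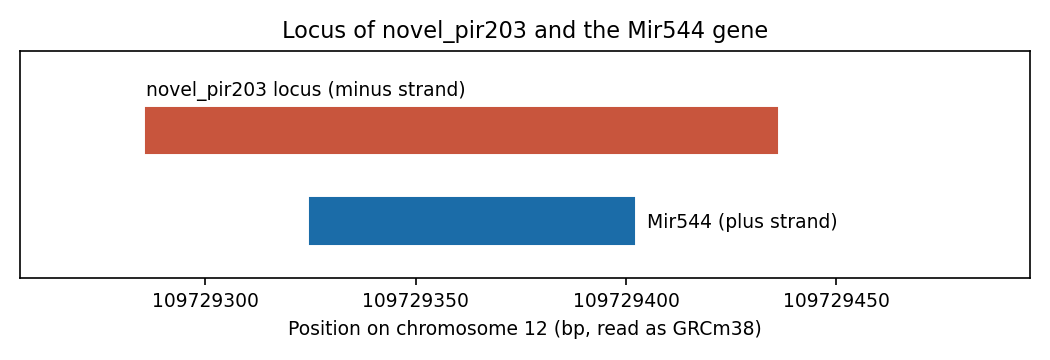
Position on chromosome 12 in bp, read as GRCm38, of the locus of novel_pir203 (orange, minus strand) and of the Mir544 gene (blue, plus strand). The gene lies inside the locus, on the opposite strand.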

Mostly, unlike an mRNA gene can be targeted by multiple piRNAs, a miRNA can be targeted by only one or several piRNAs. This is probably because there are thousands and tons of piRNAs and miRNAs discovered in mice. Until now, the number of unique piRNA sequences in the mouse is over 68 million (Kim, 2019). Then we plotted the correlation of expression between piRNAs and their target miRNAs and showed there is a significantly positive correlation between piRNA and the potential target miRNA genes of CSvsSS group (cor = 0.49, *p*‐value < 2.20E‐16) and MCvsCS group (cor = 0.18, *p*‐value < 2.20E‐16) (Figure 5b).

**FIGURE 5:**
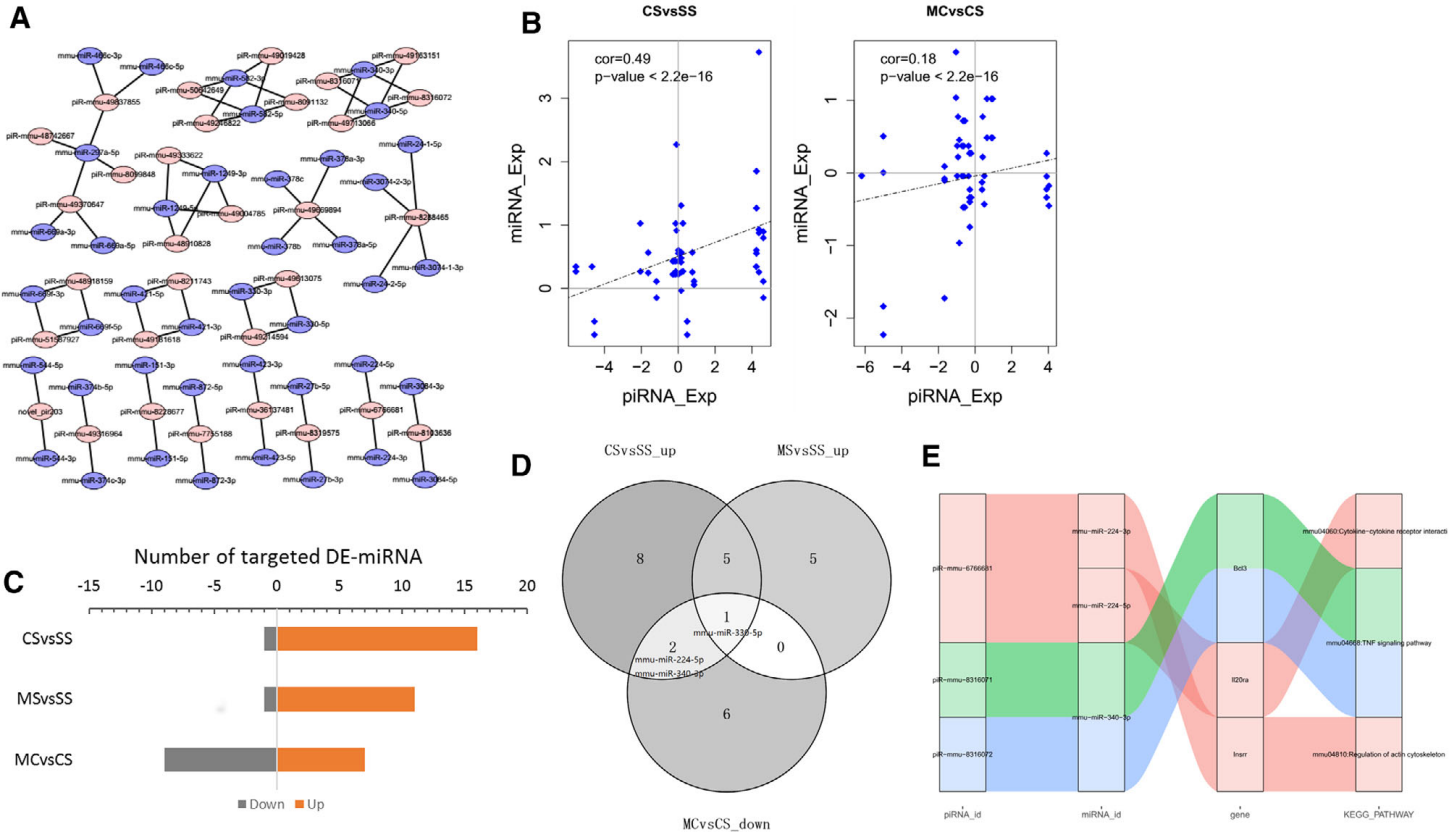
piRNA reaction to cocaine addiction and MET treatment response to cocaine addiction on mRNA genes through miRNAs. (a) Gene regulatory network of significantly regulated piRNAs and their potential target miRNAs. (b) Scatter plot of relationship of regulation between piRNAs and their potential target miRNAs of CSvsSS group and MCvsCS group. (c) Boxplot of the number of target DE‐miRNAs in each group. (d) Common target up‐regulated DE‐miRNAs in CSvsSS and MSvsSS groups and down‐regulated in MCvsCS group. (e) Sankey diagram of DE‐piRNA acted by MET treatment response to cocaine addiction with the target DE‐miRNAs, DEGs and pathways

To further investigate the mechanisms of piRNAs target miRNAs to regulate mRNAs of MET treatment for cocaine exposure, we first interrogated DE‐miRNAs whose expression changed in the same direction as the source piRNAs. 

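Of 780 miRNAs tested, 0 were past the threshold in CS vs SS, MS vs SS or MC vs CS (smallest adjusted p = 0.994, 0.105 and 0.577, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p was under 0.05 for 22 miRNAs in CS vs SS (9 up and 13 down), 75 in MS vs SS (44 up and 31 down) and 58 in MC vs CS (40 up and 18 down), where chance gives 39.0. For DE miRNAs CS vs SS, DE miRNAs MS vs SS and DE miRNAs MC vs CS the alternative that moved the counts most was the pooled DEGseq test with Storey's q, chosen after seeing the values, with 106, 147 and 108 miRNAs. With Benjamini-Hochberg adjustment the pooled test called 84, 145 and 104, and in the other splits of the 6 libraries 50 to 99, 54 to 103 and 65 to 130, so that in MS vs SS no other split reached the real one. In MS vs SS, DESeq2 called 9 miRNAs, among them novel_mir54 and mmu-miR-29a-3p, and edgeR over the 6 libraries alone called 3, among them mmu-miR-29a-3p. The miRNA with the smallest p, novel_mir54, had 14, 10 and 12 counts in MS and 42, 33 and 37 in SS (log2 fold change -1.99, standard error 0.353, adjusted p = 0.105, edgeR). Next was mmu-miR-29a-3p, with 51470, 79913 and 55457 counts in MS and 17748, 16381 and 24856 in SS (log2 fold change 1.32, standard error 0.301, adjusted p = 0.315, edgeR). In the simulation with the spread of these libraries, 64.2% of miRNAs changed by a log2 of 2 were recovered. With library set as a covariate, the unadjusted p was under 0.05 for 12, 56 and 16 miRNAs.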

There are 17 target DE‐miRNA in CSvsSS group, 12 target DE‐miRNA in MSvsSS and 16 target DE‐miRNA in MCvsCS(9 down‐regulated and 7 up‐regulated) (Figure 5c).

We then used up‐expressed of DE‐miRNs in CSvsSS, MSvsSS and down‐expressed of DE‐miRNAs in MCvsCS groups to do overlapping (Figure 5d). Venn diagram showed there are 2 common de‐miRNAs (mmu‐miR‐224‐5p, mmu‐miR‐340‐3p) between CSvsSS and MCvsCS; and 1 common de‐miRNA (mmu‐miR‐330‐5p) among three groups. 

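The counts of mmu-miR-224-5p were 85, 66 and 3 in CS replicates 8, 9 and 10, 91, 7 and 3 in SS, 20, 5 and 14 in MS and 2, 3 and 27 in MC. Its log2 fold change was 0.25 (standard error 1.22, adjusted p = 0.994, edgeR with Benjamini-Hochberg adjustment) in CS vs SS and -2.36 (standard error 1.32, adjusted p = 0.577, edgeR) in MC vs CS. By library set, the CPM were 9.56 ± 1.79 (SD, n = 3) in set A, 1.19 ± 0.853 (n = 6) in set B and 0.333 ± 0.0660 (n = 3) in set C. With library set as a covariate the fold changes had the opposite sign, -0.13 in CS vs SS and 1.32 in MC vs CS. For mmu-miR-340-3p, CPM were 156 ± 33.8 in SS, 182 ± 52.8 in CS, 156 ± 23.5 in MS and 126 ± 74.7 in MC (SD, n = 3 each). Its log2 fold change was -0.06 (standard error 0.318) in CS vs SS, where total counts in place of TMM factors gave 0.22, and -0.50 (standard error 0.319) in MC vs CS. For mmu-miR-330-5p, CPM were 823 ± 156 in SS, 1194 ± 717 in CS, 958 ± 50.5 in MS and 789 ± 98.7 in MC. Its log2 fold change was 0.21 (standard error 0.307) in CS vs SS, -0.01 (standard error 0.306) in MS vs SS, where total counts gave 0.22, and -0.37 (standard error 0.307) in MC vs CS. The differences of both miRNAs were within the spread between libraries (adjusted p between 0.616 and 0.995, edgeR).

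**Figure D5:**
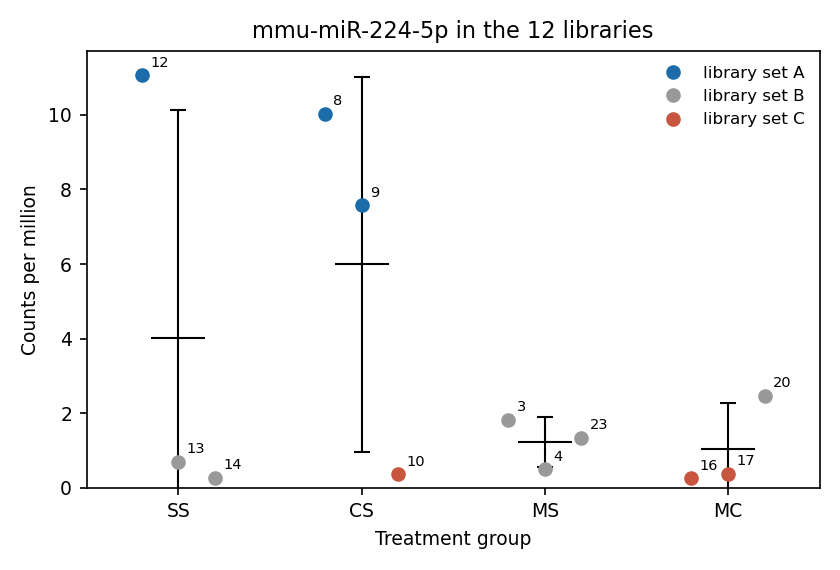
CPM of mmu-miR-224-5p (vertical axis) in the 12 libraries, by treatment group (horizontal axis). Each point is a library labelled with its replicate number and coloured by library set, and the bar and whiskers give the mean and SD of the 3 libraries. The 3 libraries of set A lie between 7.58 and 11.1 CPM, above the other 9 libraries, of which the highest is at 2.47.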

Targeted mRNA gene in opposite expression changes of these three common DE‐miRNAs was identified and pathway analysis was done and plotted in Sankey diagram (Figure 5e). It showed there are three target genes located in three pathways respectively (Bcl3: mmu04668: TNF signaling pathway; Il20ra: mmu04060: Cytokine−cytokine receptor interaction; Insrr: mmu04810: Regulation of actin cytoskeleton). Interestingly, all three genes were reported to be associated with drug addiction (Freeman et al., 2010; Heller et al., 2015; Przybycien‐Szymanska et al., 2014). Especially, Bcl3 belongs to Bcl3‐NFKB2 complex which was reported to be involved in mediating complex behaviors including learning and memory, stress responses and drug reward (Nennig & Schank, 2017). This indicates that the MET can reverse cocaine effect via piRNAs which regulates gene expression through target miRNAs.

### 3.8 Validation of genes reversed by l‐methionine

Two gene of Vav2 (Vav Guanine Nucleotide Exchange Factor 2) and Nedd4l (Neural Precursor Cell Expressed, Developmentally Down‐Regulated 4‐Like) were identified targeted and regulated by DE‐piRNAs in the process of MET response of cocaine CPP. RT‐qPCR assay confirmed that expression of these two tested genes was significantly altered by cocaine and reversed by MET, which coincided with the results obtained from RNA‐sequencing (Figure 6).

**FIGURE 6:**
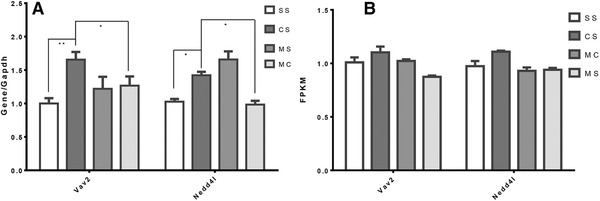
Expression of target genes regulated by piRNAs which was acted by cocaine and MET as determined by qPCR. (a) Normalized mRNA expression quantified by RT‐qPCR for genes whose expression is altered by cocaine treatment and reversed by MET: Vav2 and Nedd4l. Results represent mean ± SD of 3 determinations in each of the 2 types of experiments; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05. (b) Chart of fragments per kilobase of transcript per million mapped reads (FPKM) of Vav2 and Nedd4l from mRNA‐seq

## 4 DISCUSSION

Until recently, knowledge of the impact of abused drugs on gene and protein expression in the brain was still limited. As a class of important small ncRNA, piRNA gained a growing concern. More and more studies focused on their correlation with diseases. In this study, we assessed piRNA expression and tried to unclose the mechanism of piRNA in the process cocaine exposed and MET reversing cocaine‐CPP with ncRNA sequencing data. Of all sequencing data, 7.32% reads are piRNA. 86% of piRNAs located in repetitive elements: LINE1 (35%), LTR/ERVK (27%), and LTR/ERVL‐MaLR (24%). It was noted that piRNA usually matches repetitive elements, and gene expression regulated via repetitive elements is possible.

It was reported that the Piwi/piRNA complex regulates some protein‐coding genes in nervous system (Lee et al., 2011), whereas the mechanism of piRNA in the process of drug addiction is unknown. Our results showed that there was an inverse correlation between piRNA expression and its corresponding mRNA targets as was reported (Hashim et al., 2014). Pathway analysis showed that Morphine addiction, GABAergic synapse and Cholinergic synapse pathway were enriched of piRNA target mRNA genes. Meanwhile, we identified four genes—Cacna2d3, Epha6, Nedd4l, and Vav2—which were down‐regulated by piRNAs in the process of l‐methionine response for cocaine CPP. Thereinto, Vav2 was targeted by multiple piRNAs (piR‐mmu‐3777029, piR‐mmu‐22722094, piR‐mmu‐4568472, piR‐mmu‐49366621, piR‐mmu‐49443474 and piR‐mmu‐49341060) with the common target sequence: GTCTCTCCAGCCACCTT. It was noted that Vav2 deficiency has been reported to have diminished behavioral cocaine response (Zhu et al., 2015). While, piRNAs matched to repetitive elements and can suppress the activities of transposable elements at genomic, epigenetic levels and gene and protein regulation (L. Zuo et al., 2016). For example, PIWI silences gene by establishing a repressive chromatin state through increasing H3K9me3 and HP1. The mechanism on how piRNA regulate Vav2, such as via histone methylation, should be further investigated.

So far, there are few papers that discuss the regulation between miRNA and piRNA. In this paper, according to base pair complementarity rule, for the first time we found piRNA targeted miRNA with a possible positive correlation. At the same time, three down‐regulated DEGs were identified and regulated by piRNA through miRNA in the process of l‐methionine response of cocaine CPP: Bcl3, Il20ra and Insrr, which were reported to have an expression significantly regulated when drug acted on. Thus, l‐methionine treatment has an inverse response to cocaine administration via up‐regulating piRNAs and miRNA is possible.

In summary, our results revealed novel molecular mechanisms of MET that inhibited the rewarding actions of cocaine in brain reward circuitries, and provided a theoretic support for the development of anti‐addiction therapeutics based on MET.

## 5 CONCLUSIONS

Our results showed that piRNA negatively regulated target mRNA genes and positively regulated target miRNA genes. Genes located in substance dependence, signal transduction and nervous functions pathways were down‐regulated: Cacna2d3, Epha6, Nedd4l and Vav2. Thereinto, Vav2 was targeted by multiple piRNAs by sharing the common target sequence: GTCTCTCCAGCCACCTT. Taken together, these data may explain the roles of l‐methionine in counteracting the effects of cocaine CPP via piRNAs.

## CONFLICTS OF INTEREST

The authors have no conflicts of interest to declare.

## DATA ACCESSIBILITY

Non‐coding RNA‐seq gene expression data are deposited in NCBI GEO: Series GSE146631.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1002/brb3.2272.

## AUTHORS CONTRIBUTION

Kunlin Zhang analyzed the data; Guanyu Ji analyzed the data and edited the article; Mei Zhao designed the study and interpreted the data; Yan Wang performed experiments, analyzed the data, and drafted the article.

## Supporting information

Supporting Information Click here for additional data file.

Tables Click here for additional data file.

## Data Availability

Data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Candidate l‐methionine target piRNA regulatory networks analysis response to cocaine‐conditioned place preference in mice
**Source:** Brain Behav. 2021 Jul 1;11(8):e2272. doi: 10.1002/brb3.2272
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Table**1. Primer sequences used for rt-PCR.

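Each primer was matched without mismatch to the transcripts of the GENCODE M21 mouse annotation. The Vav2 forward primer matched 1 transcript and the reverse primer, as its reverse complement, 3 transcripts, all of Vav2. The forward and reverse primers listed under CDT1 each matched 20 transcripts, all of Nedd4l, and 0 of Cdt1. Nedd4l lies on the plus strand of chromosome 18 of GRCm38 from 64887705 to 65217828. The values of the RT-qPCR are not used here.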

| Primers used for QPCR | |
| --- | --- |
| Gene | Primer sequences for QPCR(5’-3’) |
| Vav2 | Fw: GTTTGACCCTTTCGACCTCTTT; Rv: ACACAGTCGTAGATGTCCTCA |
| CDT1 | Fw: GAGTCAAGGGGTTTTTGAGGTT; Rv: TGGGAAGCTGAGTCGTTGGA |

**Supplementary Table2**. List of differentially expressed piRNAs in CS, MS and MC groups (see Excel file table_s2).

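Table S2 lists 143 piRNAs for CS vs SS, 199 for MS vs SS and 258 for MC vs CS, with the mean TPM of each group, a log2 ratio and a Q-value. In it the smallest absolute log2 ratio is 1.01, 1.01 and 1.00 for the 3 comparisons. The mean printed for the first group of each comparison (CS, MS and MC) matched the mean of its libraries for 143, 195 and 257 of these piRNAs. Library by library, 79 of the piRNAs listed for CS vs SS (55.2%) had counts in only 1 of the 3 libraries of the group with the higher mean, 23 in 2 and 41 in all 3. For MS vs SS the numbers were 132 (66.3%), 26 and 41, and for MC vs CS 155 (60.1%), 54 and 49. At a minimum of 3 counts, 40, 34 and 44 piRNAs were in all 3 libraries. In all 3 libraries of the lower group, 89, 137 and 195 piRNAs had no count. The libraries of both groups did not overlap for 10, 18 and 17 piRNAs, which is possible only for a piRNA with counts in all 3 libraries of the higher group. Of those piRNAs they were 24.4%, 43.9% and 34.7%, where chance gives 10% for 3 libraries against 3 when piRNAs are not chosen for their difference, as those of Table S2 were. In the group with the higher mean, a single library held most of the counts for 121, 172 and 227 piRNAs. Of the piRNAs up-regulated in MC vs CS, 91 had counts in MC replicate 16 and in no other MC library. Of the down-regulated ones in the 3 comparisons, 14, 58 and 56 had counts in no library outside set A, as did 15 of the up-regulated ones in CS vs SS. Known piRNAs made up 16, 30 and 24 of the lists, and the others were predicted.

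**Figure D6:**
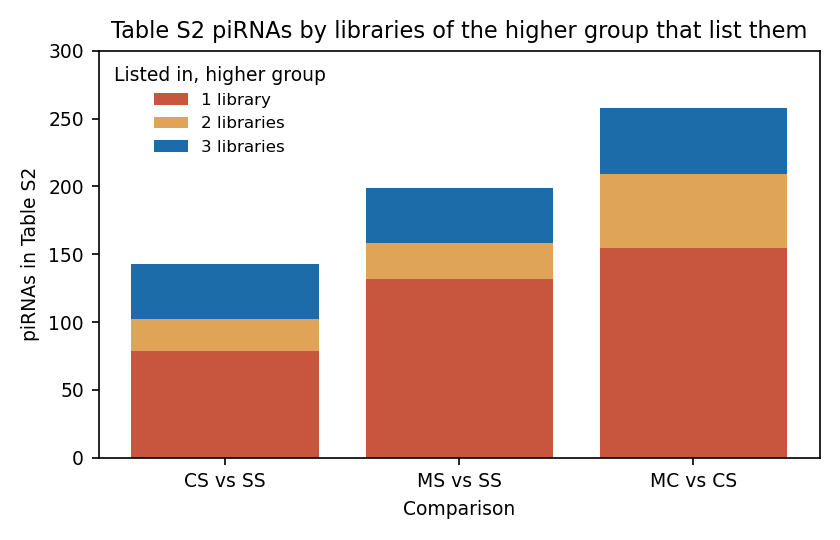
Number of piRNAs in Table S2 (vertical axis) for each comparison (horizontal axis), divided by the number of libraries of the group with the higher mean that list the piRNA. The part listed in 1 library is 79, 132 and 155 piRNAs.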

How the deposited data were processed for this re-analysis (not part of the article)

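Small RNA from the PFC of mice was sequenced in 12 libraries, 3 for each of the groups SS, CS, MS and MC, each from RNA pooled from 2 animals. Condition and replicate number were taken from the sample labels and the paper. According to the paper's methods, the authors removed reads of low quality, reads with adapters and short reads, mapped the rest with AASRA, set aside miRNA, rRNA and tRNA matches, and aligned the remainder to piRBase with Bowtie, allowing 1 mismatch. The deposited count of each small RNA is a number of reads without normalization. The TPM values were computed by the authors as the count divided by the total of the library and multiplied by 1000000, and they were deposited beside the counts. In all 12 libraries the counts summed to the stated total, and TPM matched the count over that total within 0.005. Positions of predicted piRNAs are those the authors deposited, and the genome build is not named in the paper's text.

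Tests were run on the counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM factors and dispersions estimated separately for piRNAs and miRNAs, library size set to the total count, 1 coefficient per group, 8 residual degrees of freedom), with Benjamini-Hochberg adjustment over the features tested. Features with at least 5 counts in at least 3 libraries were tested, and a feature was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The interaction of cocaine and methionine and the difference among the 4 groups were tested without a limit on the fold change. Total counts and piRNA shares were compared with exact permutation tests of the F statistic. Correlations across piRNAs used log2 ratios of group means of CPM with a pseudocount of 0.1. Overlaps of lists were tested with one-sided Fisher's exact tests. The main background is the piRNAs tested in both comparisons, as fixed in the plan of the tests. The list of alternatives words this choice as all piRNAs with a count, and both were computed. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps, and the GENCODE M21 annotation of GRCm38 for genes and transcripts.

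Duplicate libraries were looked for with a chi-square test of the counts of 433 miRNAs over all 66 pairs, in which the smallest statistic per degree of freedom was 187.5. Library sets were found from the log profiles of 125 miRNA precursor families (pseudocount 0.5), which entered the tests of piRNAs and mature miRNAs only as part of the library total and, in 1 alternative, of the TMM factors. The paper's text and the sample labels name no batch.

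The alternatives were DESeq2 1.42.0, TMM factors from all features, total counts without TMM factors, at least 10 counts in 3 libraries, no filter, a fit over the 6 libraries of a comparison, no limit on the fold change, counts pooled per group and tested with the MA-plot random sampling model of DEGseq, pseudocounts of 1 and 0.001, Spearman's rank correlation, libraries divided between the fold changes, other backgrounds for the overlaps, and each library left out in turn. Added after seeing the data were library set as a covariate, known piRNAs alone, fold changes within library sets, and, for the pooled test, Storey's q and the total of the library as library size. DEGseq itself was not run: its model was programmed in Python. The library size (the total of the piRNAs or miRNAs) and the count of 0.5 used for 0 were chosen after seeing the data, because with them the log2 ratios match those of Table S2. Alternatives meant for normalized values were not run, because counts were used, and a total of clean reads in place of the summed counts could not change the totals, since both are the same number.

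The steps were tested on simulated data drawn from the means and library sizes of the files. With edgeR, 1.70% of 60 piRNAs changed by a log2 of 2 were recovered (249 tested), 39.7% of 58 changed by a log2 of 4 (242 tested), and 64.2% of 193 miRNAs (760 tested) and 97.4% of 190 miRNAs (757 tested) at the same changes. False calls numbered 0, 0, 5 and 8. In separate simulations in which no feature was changed, 0 piRNAs and 0 miRNAs were called. The change of a log2 of 4 was added because recovery at 2 was low for piRNAs. The pooled test called 0 of 604 piRNAs without a simulated change and with counting error only. Replicates were then spread with the same dispersion of 1.25 for all piRNAs, without a smallest listed count and without a simulated change. The pooled test then called 180 of 605 piRNAs with the total of the class as library size and 159 of 605 with the total of the library. With 200 piRNAs changed 8-fold and counting error only, it called 391 of 615 with the total of the class, of which 113 were changed and 278 were not. With the total of the library, which was added after that result, it called 108, of which 105 were changed and 3 were not.

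Named features are every piRNA and miRNA that the paper names under an ID the files use, mmu-miR-224-3p, and for each comparison the 3 piRNAs with the smallest Q in each direction of Table S2 and up to 5 piRNAs and 5 miRNAs with the smallest p in edgeR. Any other feature was chosen after its values were seen. The piRBase numbers in the paper's figures are not the IDs of the files and were not matched. Messenger RNA, RT-qPCR and behaviour are not analysed here.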

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

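All 3 tests of the plant miRNA families were chosen only after the result was seen.

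Among the miRNA precursor families, 20 are families of land plants, a signal in data that the paper does not report on. Summed over these families, CS replicate 10 had 45703 counts, MC replicate 16 had 51223 and MC replicate 17 had 47554, the 3 libraries of library set C. SS replicate 12 had 726 counts, and the other 8 libraries had between 29 and 48. The library sets were found from miRNA precursor families, the class that holds these plant families. Their concentration in set C may thus be partly by construction. The list of plant families was written from general knowledge after the counts had been looked at.

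A candidate explanation is reads from another organism, shared by the libraries of set C and present at a low level in SS replicate 12. If so, the families in SS replicate 12 would follow those in set C, and Spearman's rho across the families was 0.816. In the other 8 libraries, with 29 to 48 counts, rho with set C was 0.550 to 0.774, so a high rho does not single out SS replicate 12 and this test does not decide. Families are not independent replicates, so no p was taken. Library depth was tested next, and the median depth of set C was 0.794 of that of the other libraries, so depth is no explanation. Treatment was tested as a biological explanation, and 0 treatment groups had all 3 libraries above all SS libraries, since CS replicates 8 and 9 and MC replicate 20 were at the low level. This restates the counts that showed the pattern, so it is no separate test of treatment. The pattern cannot be told apart from reads of another organism, which these tests do not show. The origin of such reads was not tested.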

How the results depend on the processing

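Tests with library set as a covariate, known piRNAs alone (for calls and correlations), fold changes within library sets, Storey's q or the total of the library in the pooled test were chosen only after the result was seen. The other settings were chosen before the data were examined, except the library size and the count used for 0 in the pooled test, which were set to match the log2 ratios of Table S2.

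Of 222 values of the main results under planned settings, 194 kept their direction and their side of the threshold or stayed within the error, 7 were weaker, 2 stronger, 2 reversed and 17 moved. Under the added settings, 13 of 27 were unchanged in this sense, 1 reversed and 13 moved. For single features, 1052 of 1146 values under planned settings and 99 of 193 under added ones were unchanged, 66 and 82 were stronger, and 28 and 12 reversed. Where a value changed, the cause was not tested.

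In edgeR, DE piRNAs CS vs SS, DE piRNAs MS vs SS and DE piRNAs MC vs CS numbered 0 (3, 10 and 13 with unadjusted p under 0.05). They were also 0 with TMM factors from all features, total counts, at least 10 counts, the 6 libraries of the comparison, no limit on the fold change, library set as a covariate and known piRNAs alone, and in each of the 12 fits that left out a library. Without a filter they numbered 4, 8 and 4. DESeq2 called 0, 1 and 2. The pooled DEGseq test called 142 (64 up and 78 down), 189 (64 up and 125 down) and 250 (135 up and 115 down). With the total of the library as library size the pooled test called 153 (87 up and 66 down), 187 (68 up and 119 down) and 253 (161 up and 92 down), and with Storey's q 144, 198 and 255.

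DE miRNAs CS vs SS, DE miRNAs MS vs SS and DE miRNAs MC vs CS numbered 0 in edgeR (22, 75 and 58 with unadjusted p under 0.05). For MS vs SS, DESeq2 called 9, the 6 libraries alone 3, and the 12 fits that left out a library from 0 to 5. The pooled test called 84, 145 and 104, with the total of the library 73, 139 and 93, and with Storey's q 106, 147 and 108. The piRNAs interaction of cocaine and methionine numbered 0 (7 with unadjusted p under 0.05) and 3 without a filter. The piRNAs differing among the 4 groups numbered 0 (14 with unadjusted p under 0.05), 12 without a filter and 4 with DESeq2.

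For the correlation of log2 fold changes CS vs SS and MC vs CS, r was -0.260 and reversed to 0.132 with the CS libraries divided between the fold changes and to 0.10 within library sets, where groups of 1 or 2 libraries bring a correlation nearer to 0. Spearman's rho was -0.328, the pseudocounts gave -0.288 and -0.238, known piRNAs alone gave -0.442, and 9 fits that left out a library gave -0.588 to -0.149. For the correlation of log2 fold changes CS vs SS and MS vs SS, r was 0.408, reversed to -0.0460 with the SS libraries divided, and moved to 0.128 within library sets. The fits that left out a library gave 0.264 to 0.511.

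With edgeR calls in place of the lists of Table S2, each of the 4 overlaps was 0, since edgeR called 0 piRNAs (3, 10 and 13 with unadjusted p under 0.05), and this could not have come out otherwise. For overlap CS vs SS down and MC vs CS up, the 16 shared piRNAs were no longer past the threshold with all 693 piRNAs as background. For overlap MS vs SS up and MC vs CS up, neither the 10 shared piRNAs with that background nor the 6 among the piRNAs with at least 5 counts in 3 libraries were past it. The exact permutation p of total counts among groups was from 0.0381 to 0.413 across the fits that each left out a library, and that of piRNA share of counts among groups from 0.0436 to 0.443.

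For mmu-miR-224-5p, CS vs SS, the log2 fold change reversed to -0.13 with library set as a covariate, and leaving out a library gave -0.38 to 3.22. For mmu-miR-224-5p, MS vs SS, it reversed to 0.75 with the covariate (-2.49 to 1.11 leaving out a library), and for mmu-miR-224-5p, MC vs CS, to 1.32. For mmu-miR-340-3p, CS vs SS, it reversed to 0.0030 with TMM factors from all features, 0.22 with total counts, 0.31 with the covariate, 0.26 in the pooled test with either adjustment and 0.20 with the total of the library (-0.17 to 0.054 leaving out a library). For mmu-miR-340-3p, MS vs SS, it reversed to 0.0050 with total counts and 0.037 in the pooled test with either adjustment. For mmu-miR-330-5p, CS vs SS, leaving out a library gave -0.21 to 0.40. For mmu-miR-330-5p, MS vs SS, it reversed to 0.036 with TMM factors from all features, 0.22 with total counts, 0.053 with at least 10 counts, 0.0070 without a filter, 0.15 with the covariate, 0.28 in the pooled test with either adjustment and 0.23 with the total of the library (-0.14 to 0.081 leaving out a library). For mmu-miR-330-5p, MC vs CS, it reversed to 0.033 with the covariate (-0.58 to 0.056 leaving out a library).

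For mmu_piR_022097, MC vs CS, the log2 fold change reversed to 1.08 with the covariate (-4.38 to 1.98 leaving out a library). Leaving out a library gave 0.0 to 5.92 for novel_pir203, CS vs SS, 0.0 to 5.50 for novel_pir203, MS vs SS, -0.016 to 6.26 for novel_pir203, MC vs CS, -5.93 to 10.46 for novel_pir112, MS vs SS, and -0.88 to 0.29 for mmu-miR-544-5p, MC vs CS.

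The spread between the 3 libraries of a group limits the piRNA results, with a dispersion of 1.25 against 0.224 for miRNAs. No paired analysis was possible because the groups share no replicate number.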

Differences from the paper's values

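The pooled settings with Storey's q or the total of the library, and the correlation over known piRNAs alone, are tests that were chosen only after the result was seen.

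The paper reports 143 DE_piRNAs in CS vs SS, 65 up-regulated and 78 down-regulated, where edgeR called 0 (0 up and 0 down, 3 with unadjusted p under 0.05). In MS vs SS the paper's numbers are 67 up-regulated and 132 down-regulated, where edgeR called 0 and 0 (10 with unadjusted p under 0.05). In MC vs CS the paper's numbers are 139 up-regulated and 119 down-regulated, where edgeR called 0 and 0 (13 with unadjusted p under 0.05). Of the alternatives set before the data were examined, the pooled DEGseq test, the tool the paper's methods name, closed the gap, with 64 up and 78 down, 64 up and 125 down, and 135 up and 115 down. Its library size and the count used for 0 were set after seeing the values, to match the log2 ratios of Table S2. All piRNAs it called are in Table S2. No filter called 4, 8 and 4 piRNAs and DESeq2 called 0, 1 and 2, all of them in Table S2, which did not close the gap. Of the piRNAs named in the text, no filter called mmu_piR_022097 in CS vs SS and MS vs SS, mmu_piR_025576 and novel_pir112 in MS vs SS, and novel_pir684, novel_pir745 and novel_pir85 in MS vs SS and MC vs CS. It also called novel_pir581 in MC vs CS. DESeq2 called novel_pir745 in MS vs SS and MC vs CS and novel_pir684 in MC vs CS. TMM factors from all features, total counts, at least 10 counts, the 6 libraries alone, no limit on the fold change and each library left out gave 0. Storey's q in the pooled test (66 up and 78 down, 67 and 131, 137 and 118) and the total of the library as library size (87 up and 66 down, 68 and 119, 161 and 92) also came near the paper's numbers, and both were chosen after seeing the values.

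The paper's share of piRNAs among the reads is 7.3%, and the share of the counts was 0.440%. Known piRNAs alone held 0.307%, and the fits that left out a library gave 0.413% to 0.454%, so none of the alternatives set before the data were examined closed the gap.

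The correlation of log2 fold changes CS vs SS and MS vs SS is about 0.77 in Figure 3c of the paper, read by eye, and was 0.408. None of the alternatives set before the data were examined closed the gap. With known piRNAs alone, chosen after seeing the values, it was 0.616, within the standard error of 0.217 of the paper's value.

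The number of piRNAs up-regulated in both MS vs SS and MC vs CS is about 18 in Figure 3g of the paper, read by eye, and the lists of Table S2 share 10. Among the piRNAs with at least 5 counts in 3 libraries it was 6, and with edgeR calls 0, so no alternative set before the data were examined closed the gap.

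The log2 ratio of novel_pir682, MC vs CS, is -1.0488 in the paper's Table S2 and was -0.64 in edgeR. Of the alternatives set before the data were examined, the pooled test (-1.05) reached the paper's value, as it did with Storey's q, chosen after seeing the values. Within the standard error of 0.312 of the paper's value, without reaching it, were no filter (-0.75) and the fits leaving out SS replicate 12 (-0.86), SS replicate 14 (-0.74), CS replicate 8 (-0.80), CS replicate 9 (-0.75), CS replicate 10 (-0.85) or MS replicate 3 (-0.74). TMM factors from all features (-0.41), total counts (-0.57), at least 10 counts (-0.60), DESeq2 (-0.71), the 6 libraries alone (-0.71) and the other libraries left out (-0.57 to -0.71) were farther from it.

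The paper states that the lists for CS vs SS and MS vs SS do not overlap significantly, and that statement does not name the directions compared. In the same direction the lists of Table S2 shared 24 up-regulated piRNAs (3.14 expected, Fisher's exact p = 3.09e-21) and 48 down-regulated ones (24.3 expected, Fisher's exact p = 6.90e-10). Among the piRNAs with at least 5 counts in 3 libraries they shared 23 (5.98 expected, Fisher's exact p = 3.52e-12) and 15 (10.8 expected, Fisher's exact p = 0.0786), the latter not past the threshold. In opposite directions they shared 8 and 1, fewer than expected. If the paper's statement is about opposite directions, as in its overlap of 3 lists, there is no difference from it. The SS libraries are the reference of both comparisons, which the expected numbers do not allow for. In all 1680 regroupings of the libraries, the median r between these fold changes was 0.510. The real grouping gave 0.317 over the tested piRNAs. The Fisher p therefore cannot tell a shared response from the shared SS libraries.

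The paper counts mmu-miR-224-5p and mmu-miR-340-3p as up-regulated in CS vs SS and down-regulated in MC vs CS, and mmu-miR-330-5p as up-regulated in CS vs SS and MS vs SS and down-regulated in MC vs CS. In edgeR none of these was past the threshold. The log2 fold change of mmu-miR-340-3p was -0.06 in CS vs SS and that of mmu-miR-330-5p was -0.01 in MS vs SS. A call in the pooled test also required an absolute log2 fold change of at least 1. Under it, including its settings chosen after seeing the values, mmu-miR-224-5p was called down-regulated in MC vs CS and MS vs SS. It was not called up-regulated in CS vs SS. The paper's methods name no limit on the fold change. By adjusted p alone, the pooled test gave the directions the paper counts. The log2 ratio of mmu-miR-224-5p in CS vs SS was 0.876 (pooled test, adjusted p = 7.42e-06). For mmu-miR-340-3p it was 0.258 in CS vs SS and -0.339 in MC vs CS. For mmu-miR-330-5p it was 0.602 in CS vs SS, 0.284 in MS vs SS and -0.473 in MC vs CS. For mmu-miR-224-3p, the pooled test gave a log2 ratio of 3.73 in CS vs SS (adjusted p = 0.0032). That miRNA had 6, 5 and 0 counts in CS and 1, 0 and 0 in SS, and was not tested in edgeR. The pooled test called mmu-miR-544-5p, of the network in Figure 5a, and novel_pir203 up-regulated in MS vs SS, and novel_pir203 up-regulated in CS vs SS, as Table S2 lists it. No setting gave mmu-miR-340-3p or mmu-miR-330-5p an absolute log2 fold change of 1.

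The primers that the paper lists under CDT1 matched 20 transcripts each, all of Nedd4l, and 0 of Cdt1.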

Other observations

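The tests of piRNAs listed in 3 libraries, of predicted piRNAs at miRNA genes, of the genes the paper names as targets and of the network in Figure 5a were chosen only after the result was seen.

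With library sets in place of the groups, 42 of 281 piRNAs differed among the 3 sets at an adjusted p of at most 0.05 (61 with unadjusted p under 0.05, edgeR with Benjamini-Hochberg adjustment), against 0 among the 4 groups (14 with unadjusted p under 0.05). The sets have 3 levels and unequal sizes and the groups have 4 levels, so the comparison of both counts cannot tell the explanations apart. Of all 220 ways to choose 3 libraries, set A held 24 piRNAs that were listed in all 3 and in no other library, set C held 7, MC 1, and CS, MS and SS held 0. A difference between library batches may explain this pattern, which lies across the groups. The paper's text and the labels name no batch, and other sources of such sets were not tested.

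For DE piRNAs in CS vs SS, MS vs SS and MC vs CS, 10 of the 10 splits of the 6 libraries gave as many calls as the real split, and likewise for DE miRNAs 10 of the 10 splits in each of the 3 comparisons. For the interaction and for the difference among the 4 groups, 100 of the 100 splits drawn did. Since the real count was 0 each time, this could not have come out otherwise. On the number with unadjusted p under 0.05 (3, 10 and 13 piRNAs, 22, 75 and 58 miRNAs), 9, 3 and 6 of the 10 splits gave as many for piRNAs and 5, 1 and 8 of the 10 splits for miRNAs, where 10 splits cannot give a share under 0.1. For the interaction (7 piRNAs) and the 4 groups (14 piRNAs), 82 and 14 of the 100 splits did. The split of the SS and CS libraries that follows set A, with SS replicate 12 and CS replicates 8 and 9 against the rest, gave 26 piRNAs past the threshold and 48 with unadjusted p under 0.05. The real split gave 0 and 3. Set A holds CS replicates 8 and 9 and SS replicate 12, so library set and cocaine overlap in part.

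With library set as a covariate, 0 piRNAs were past the threshold in CS vs SS, MS vs SS and MC vs CS (5, 10 and 4 with unadjusted p under 0.05), 0 miRNAs (12, 56 and 16), 0 in the interaction (7) and 0 among the 4 groups (4). The counts without the covariate were also 0 (3, 10 and 13, 22, 75 and 58, 7 and 14), so this test cannot tell whether library set explains a result.

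In the pooled DEGseq test, 6 of the 10 splits of the 6 libraries gave as many DE piRNAs as the 142 of CS vs SS, 3 of the 10 splits as many as the 189 of MS vs SS and 5 of the 10 splits as many as the 250 of MC vs CS. For miRNAs it was 2, 1 and 7 of the 10 splits. In MS vs SS the real split gave 145 miRNAs and the other splits 54 to 103, and in edgeR 75 with unadjusted p under 0.05 against 11 to 26, so the spread between libraries did not give as many there in another split. With 10 splits no share under 0.1 can be reached. The split that follows set A called 201 piRNAs. The spread between libraries may therefore account for many of the pooled calls of piRNAs. In a simulation without a difference, the pooled test called 180 of 605 piRNAs. That simulation gave all piRNAs the same dispersion of 1.25 and no smallest listed count. Real piRNAs differed in spread, with edgeR standard errors in CS vs SS of 0.311 for novel_pir682 and 1.90 for mmu_piR_022097. The 180 are therefore no estimate of false calls in the paper's lists.

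Predicted piRNAs were never listed below 10 counts. Of the 530 entries of predicted piRNAs in Table S2, 418 were at 0 in a whole group. With 9 counts in place of each 0, 83 of the 530 still passed the pooled test. This is an extreme case, since 9 is the largest count that a 0 can stand for and it was put in every library without a count. The smallest count at which predicted piRNAs are listed may therefore account for some of these entries, and this test cannot tell how many.

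The correlation of the fold changes CS vs SS with those of MC vs CS may come from the CS libraries that both share. In all 1680 regroupings of the 9 libraries, 89.2% gave a correlation as far from 0 in the same direction. Within library sets r was 0.10, but SS in set A and CS in set C are then 1 library each, and noise in a single library brings a correlation nearer to 0, so this value does not decide between explanations. For CS vs SS and MS vs SS, which share the SS libraries, 78.5% of 1680 regroupings did. Within library sets its r was 0.128, with 1 SS library in set A, and the explanation by library set is open. With each shared library used in only 1 of the fold changes, the mean r over 6 divisions was 0.132 (from -0.0810 to 0.457) for CS vs SS with MC vs CS and -0.0460 (from -0.375 to 0.220) for CS vs SS with MS vs SS. Without shared libraries, these correlations thus gave no sign of a reversal by methionine. Each such division leaves 1 or 2 libraries of the shared group per fold change, so a weak correlation could not be excluded.

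Of the 114 loci of predicted piRNAs, 16 overlapped a miRNA gene of GENCODE M21 at their printed positions, and between 0 and 3 when the positions were moved by 10000, 100000 or 1000000 bp either way. This is consistent with positions on GRCm38. Of the 23 miRNAs in the network of Figure 5a, 12 are among the 16 named miRNA genes at such loci, out of 1087 miRNA genes (one-sided Fisher's exact p = 4.43e-19). For 6 of the 12 a locus lies on the strand opposite to the gene, and there complementarity of a predicted piRNA with the miRNA gene at its own position may explain a link in the network. For the other 6 the loci lie only on the strand of the gene, so complementarity between opposite strands does not apply. Other pairing with the miRNA was not tested. The design gives no biological contrast for this pattern, and no biological explanation was tested.

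Of the 8 genes named in the paper's sections on target genes, 3 hold a locus of predicted piRNAs, namely Vav2 with 38 predicted piRNAs, Nedd4l with 3 and Cacna2d3 with 1. Random sets of 8 protein-coding genes matched on length held a locus in 0.081 genes on average and in at most 2, and 0 of 10000 sets held as many. The loci lie in introns, antisense to Vav2 and Cacna2d3 and in the sense direction of Nedd4l. If the piRNAs that the paper predicts to target these genes are among them, origin inside the genes may explain why antisense ones match Vav2 and Cacna2d3. The paper's piRBase numbers were not matched to these predicted piRNAs, so this stays open. No biological explanation was tested.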
